# The genome-wide multi-layered architecture of chromosome pairing in early *Drosophila* embryos

**DOI:** 10.1038/s41467-019-12211-8

**Published:** 2019-10-03

**Authors:** Jelena Erceg, Jumana AlHaj Abed, Anton Goloborodko, Bryan R. Lajoie, Geoffrey Fudenberg, Nezar Abdennur, Maxim Imakaev, Ruth B. McCole, Son C. Nguyen, Wren Saylor, Eric F. Joyce, T. Niroshini Senaratne, Mohammed A. Hannan, Guy Nir, Job Dekker, Leonid A. Mirny, C.-ting Wu

**Keywords:** Computational biology and bioinformatics, Developmental biology, Genetics, Epigenetics

## Abstract

Genome organization involves *cis* and *trans* chromosomal interactions, both implicated in gene regulation, development, and disease. Here, we focus on *trans* interactions in *Drosophila*, where homologous chromosomes are paired in somatic cells from embryogenesis through adulthood. We first address long-standing questions regarding the structure of embryonic homolog pairing and, to this end, develop a haplotype-resolved Hi-C approach to minimize homolog misassignment and thus robustly distinguish *trans*-homolog from *cis* contacts. This computational approach, which we call Ohm, reveals pairing to be surprisingly structured genome-wide, with *trans*-homolog domains, compartments, and interaction peaks, many coinciding with analogous *cis* features. We also find a significant genome-wide correlation between pairing, transcription during zygotic genome activation, and binding of the pioneer factor Zelda. Our findings reveal a complex, highly structured organization underlying homolog pairing, first discovered a century ago in *Drosophila*. Finally, we demonstrate the versatility of our haplotype-resolved approach by applying it to mammalian embryos.

## Abstract (web summary)

Homologs are paired in *Drosophila* somatic cells from embryogenesis to adulthood. Using a computational approach for haplotype-resolved Hi-C, the authors reveal highly structured homolog pairing in *Drosophila* embryos during zygotic genome activation and demonstrate its application to mammalian embryos.

## Introduction

Although chromosomes are organized within the nucleus into distinct territories, they nevertheless come into contact *in trans*. In diploid organisms, including mammals, such *trans* contacts may involve specific interactions, such as pairing, between the homologous maternal and paternal chromosomes. Although best known in meiotic cells, homolog pairing can also occur in somatic cells and influence gene expression via phenomena such as transvection (reviewed by^1–3^). In *Drosophila*, somatic pairing increases extensively from early embryogenesis to adulthood, making this organism an ideal system for studying *trans* interactions (reviewed by^1–3^). What, for example, is the structure of homolog pairing in early embryos? Pairing may encompass many forms, ranging from a well-aligned juxtaposition of homologs (railroad track), to a loose, laissez-faire association of homologous regions, or even an apposition of highly disordered structures; for instance, pairing in mammalian systems can manifest as a nonrandom, approximate co-localization of homologous chromosomal regions (reviewed by^1,2^).

Recently, high- and super-resolution^4–7^ imaging of several genomic loci has suggested that pairing can involve distinct chromosomal domains as well as more closely merged regions, while simulations of pairing^8^ via integration of the lamina-DamID data and the Hi-C data have predicted correlations between pairing and epigenetic domains. Furthermore, a transgene-based study of transvection has proposed a domain-based mode for pairing^9^. These studies are consistent with long-standing discussions about the establishment, maintenance, and stability of pairing as well as the relationship between pairing and transcription (reviewed by^1–3,10,11^). Nevertheless, questions regarding the extent and structure of pairing remain. More recently, Hi-C-derived ligation products with overlapping sequences have been used to infer short-range interactions between homologs or sister chromatids in a tetraploid Kc_167_ cell line and thus a correlation between short-range interactions and active regions^12^.

Here, we asked how pairing initiates in early *Drosophila* embryos, when maternal and paternal genomes first meet. Although the imaging of individual loci has documented the initiation of pairing during early embryogenesis^13–17^, the global structure of pairing and its genome-wide relationship to fundamental developmental programs has remained elusive. To that end, we took advantage of single nucleotide variants (SNVs) to enable haplotype-resolved Hi-C. Haplotype-resolved Hi-C has previously been used to study *cis* interactions in mammalian systems^18–29^ as well as *trans*-homolog interactions in yeast^30^ and, here, we developed a method (Ohm) to much more confidently identify those *trans* interactions that occur between homologous chromosomes. Importantly, our approach allowed us to detect both short- and long-range interactions, that is, interactions spanning genomic distances as small as a few kilobases to several megabases. Excitingly, haplotype-resolved Hi-C as well as Ohm can be applied to any organism whose genome sequence has been haplotype-resolved, and we demonstrate their generality by applying them also to studies^25,26^ of early mammalian embryos.

Strikingly, our Ohm approach reveals that homolog pairing is extensive along entire lengths of chromosomes at short- as well as long-range distances and is highly structured, with *trans*-homolog domains, domain boundaries, compartments, and interaction peaks. We reveal the coincidence between *trans*-homolog features and the positions and sizes of analogous *cis* features and then provide a three-axis framework of precision, proximity, and continuity to accommodate all types of inter-chromosomal interactions, including homolog pairing. These findings complement those of our companion study (AlHaj Abed, Erceg, Goloborodko et al.^31^), which, by generating and then using a *Drosophila* hybrid cell line with a high degree of pairing, enabled a much more in-depth analysis of the structure of pairing. In particular, this other study observed at least two forms of pairing and correlations between these forms and the active or repressed state of chromatin. In our current study, we also explore the relationship between pairing and the developmental programs in play in the early embryo during the initial stages of pairing. We find that pairing correlates with the opening of chromatin mediated by the pioneer factor Zelda during zygotic genome activation.

## Results

### Haplotype-resolved Hi-C for profiling embryonic pairing

We focused our Hi-C analysis on the window of *Drosophila* embryogenesis extending from 2–4 h after egg laying (AEL), when zygotic gene transcription is activated and the embryo transitions from a syncytial blastoderm into a multicellular state^32^. It is during this window that maternal and paternal homologs come together for the first time^13–15^, and the rapid early cleavage cycles give way to the longer 13th and 14th cycles, thus minimizing the contribution of mitotic genome organization to our Hi-C signal^33^. To generate the embryos for our study, we mated two divergent *Drosophila* Genetic Reference Panel lines, 057 and 439 (Fig. 1a, b), as a high density of SNVs is required for assaying homolog pairing via genomic methods. Indeed, strains 057 and 439 differ with an average SNV frequency of ~5.5 per kilobase (kb), except on chromosome 4 (1.0 SNV/kb) (see Supplementary Note 1). This frequency was adjusted to ~5.1 SNVs/kb (0.01 for chr4) when we re-sequenced both lines and reconstructed an F1 diploid genome using only high-confidence homozygous SNVs (Supplementary Fig. 1 and Supplementary Table 1, see Methods); this diploid genome assembly ensured the most stringent haplotype-resolved mapping of Hi-C products. Importantly, we confirmed that hybrid embryos achieved levels of homolog pairing consistent with those observed in other studies^13–17^ using fluorescent in situ hybridization (FISH) to assess pairing (Fig. 1c) at heterochromatic (16.0% ± 5.7–62.4% ± 3.6) and euchromatic (2.0% ± 1.5–22.0% ± 2.4) loci across different chromosomes (Fig. 1d, e). In addition, pairing increased to expected levels in 057/439 embryos as they aged (Supplementary Fig. 2a).

**Fig. 1:**
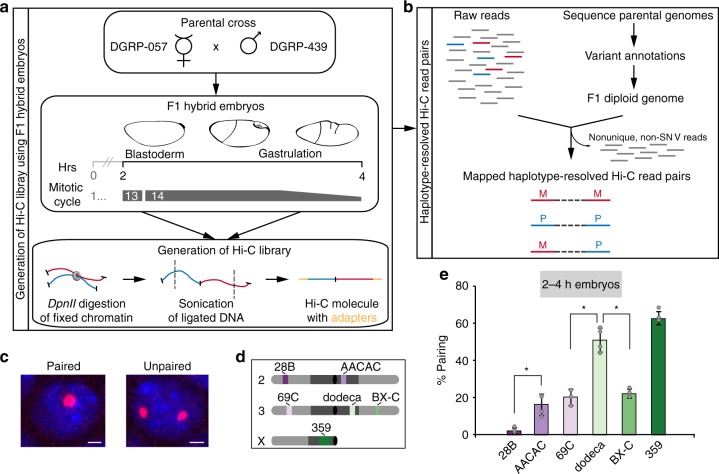
Haplotype-resolved Hi-C to characterize embryonic homolog pairing. **a** Generation of Hi-C libraries using 2–4 h hybrid embryos and **b** haplotype-resolved mapping. **c** Homolog pairing as assessed by FISH. Nuclei are considered paired nuclei when FISH signals are ≤0.8 μm (center-to-center distance) apart. Bar = 1 μm. **d** Location of FISH targets (heterochromatin, dark gray; euchromatin, light gray; centromere, black circle). **e** Percentage of nuclei showing paired loci in 2–4 h embryos (error bars, standard deviation of at least three replicates; *n* ≥ 100 nuclei/replicate; *P < 0.0001, Fisher’s two-tailed exact). Source data are provided as a Source Data file

We performed Hi-C and recovered 513 million Hi-C products, which after mapping to the reference genome, yielded ~56% unique read pairs (Supplementary Table 2). 

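Hi-C read pairs were deposited for 2 biological replicates of F1 hybrid embryos aged 2 to 4 h, from mothers of line DGRP-057 and fathers of line DGRP-439. The authors aligned the reads to the F1 diploid genome, which is built on dm3 and holds each homolog as a separate sequence, kept the pairs with both ends mapped uniquely, and removed PCR duplicates. The deposited pairs list the position, strand and mapping quality of both ends, and they had not been normalized. There were 24390496 pairs in replicate 1 and 24659056 in replicate 2, and these counts set the depth of every value. A pair was counted as cis when both ends lay on the same arm of the same homolog, as trans-homolog when they lay on the same arm of different homologs, and as trans-heterolog otherwise. The maternal homolog received 50.9% ± 0.25 (SD, n = 2) of read ends on chromosomes 2 and 3 and 66.0% ± 0.95 on X. For maps, the replicates were pooled, contacts below 3 kb were removed, bins of 4 kb with low coverage were masked (MADmax of 7), and the maps of the 5 large arms were corrected iteratively. These maps held 11346667 pairs, and 53591 of 59518 bins were visible.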

When assembled into a map and analyzed at 1 kb resolution without regard to parental origin of the mapped fragments, these reads revealed features that are routinely seen in non-haplotype-resolved Hi-C maps^33,34^—a central *cis* diagonal representing short-distance interactions in *cis* (*cis* read pairs) as well as signatures for compartments, domains (also called contact domains^19^ and topologically associated domains, or TADs^35,36^, hereafter referred to as domains), and interaction peaks—thus confirming the quality of our Hi-C data (Supplementary Fig. 2b). Presence of these interphase hallmarks indicates that the vast majority of the cells are in interphase rather than mitosis, where such features are absent^33^.

### Ohm-directed distinction of *trans*-homolog from *cis* contacts

Using our newly generated haplotype-resolved F1 diploid genome to determine the parental origin of our reads, we found that 5.8% of all mappable read pairs appeared to represent *trans* (*trans*-homolog as well as *trans*-heterolog) contacts and that, of these, 36.1% indicated contacts between homologous chromosomes (*trans*-homolog read pairs) (Supplementary Table 3). 

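Replicate 1 held 1314017 trans pairs, of which 497766 were trans-homolog pairs. Replicate 2 held 1528922 trans pairs, of which 528169 were trans-homolog pairs. The trans share of all pairs was 5.79% ± 0.57 (SD, n = 2), and the trans-homolog share of trans pairs was 36.2% ± 2.36. The trans share moved most, to 23.3% ± 0.31, when only cis and trans-homolog pairs with separations of at least 3 kb were kept. The trans-homolog share moved most, to 50.0% ± 2.06, when the left and right arm of a homolog were joined as 1 chromosome.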

Encouraged by these numbers, we next determined the quality of the purported *trans*-homolog reads. For example, errors in reconstruction of the F1 diploid genome or sequencing of the Hi-C products can lead to misassignment of *cis* read pairs as *trans*-homolog read pairs (Fig. 2a) and, given the greater number of *cis* as versus *trans*-homolog read pairs, even a small rate of misassignment of *cis* read pairs could be confounding. Thus, to assess the potential magnitude of homolog misassignment, we sought a signature for it in our Hi-C dataset, focusing on read pairs where the separation along the genome (genomic separation) of the two reads of a read pair is <1 kb (Fig. 2b, shaded area). We chose to examine these read pairs because they are enriched in non-informative byproducts of the Hi-C protocol^37^, the most abundant being unligated pieces of DNA, known as dangling ends (Fig. 2b, hatched area and Supplementary Fig. 3, see Methods). 

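On the 5 large arms, cis pairs with separations below 1 kb made up 74.0% ± 2.30 (SD, n = 2) of all pairs. Between 300 and 600 bp, inward cis pairs were 161 ± 1.26 times as many as outward pairs and 81.4 ± 6.66 times as many as pairs of either same-strand orientation. Trans-homolog pairs of chromosomes 2 and 3 in this range were inward 16.9 ± 0.091 times as often as they had either same-strand orientation.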

Dangling ends have genomic separations of <1 kb, are “inwardly” orientated, and 100–1,000 fold more abundant than read pairs of other orientations at the same separations (Supplementary Fig. 4a) and, since they are exclusively *cis* read pairs, their enrichment among *trans*-homolog read pairs can only arise via homolog misassignment (HM in figures and Methods). As such, the enrichment of short-distance (<1 kb) *trans*-homolog pairs can serve as a signature of homolog misassignment and be used to assess the overall quality of our homolog assignment (Methods). Consistent with this hypothesis, this signature of homolog misassignment almost disappeared when we increased the stringency of our mapping by requiring at least two SNVs per read (Fig. 2c and Supplementary Fig. 4b, c, probability of homolog misassignment P_HM_ = 0.01%). In contrast, homolog misassignment increased when we used the less accurate DGRP SNV annotations (Supplementary Fig. 4d, P_HM_ = 2.40%). This approach, which we call Oversight of homolog misassignment (Ohm), allowed us to estimate the probability of homolog misassignment as only ~0.17% when requiring at least 1 SNV per read (Fig. 2d, see Methods). 

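The probability of homolog misassignment was computed from Eq. (2) as the geometric mean, over separation ranges between 300 and 600 bp, of inward trans-homolog over inward cis contact frequency on chromosomes 2 and 3. It was 0.243% ± 0.0013 (SD, n = 2) over the deposited pairs, which do not give the number of SNVs per read. The alternative that moved it most required a mapping quality of at least 60 at both ends, which gave 0.0488% ± 0.0056 and was chosen after seeing the data. Among the arms of chromosomes 2 and 3, the value was lowest on 3L, at 0.192% in replicate 1 and 0.187% in replicate 2. It was highest on 2L, at 0.318% and 0.319%. The bin of 2L from 22500001 to 22600000 held much of this, and without that bin, a setting chosen after seeing the data, 2L came to 0.245% and 0.246%, near 2R at 0.242% in both replicates. On X it was 0.978% ± 0.0024, a difference from every other arm that exceeds the spread between replicates.

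**Figure D1:**
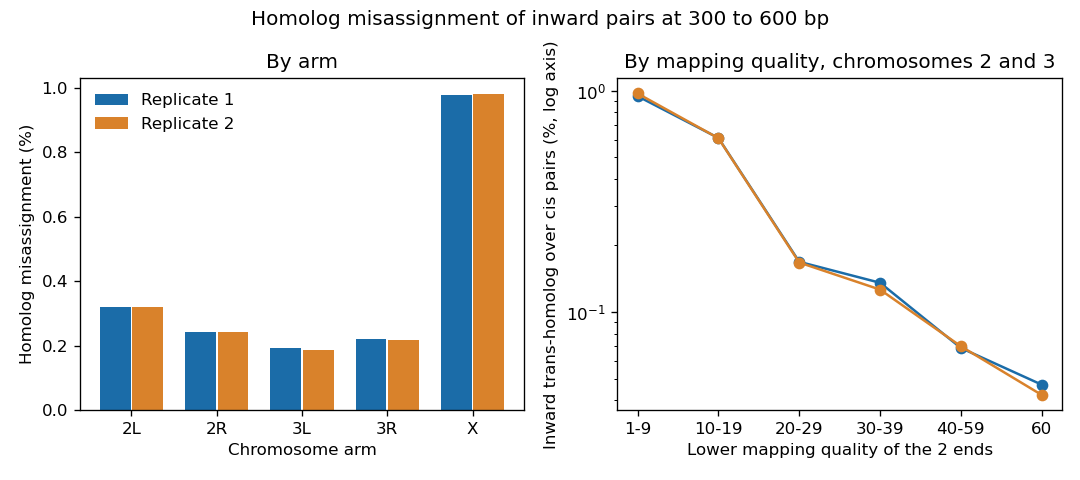
Homolog misassignment in percent by chromosome arm (bars, left) and the ratio of inward trans-homolog to inward cis pairs at 300 to 600 bp in percent on a log axis by the lower mapping quality of both ends (points, right), for each replicate. The ratio was 0.944% in replicate 1 at qualities of 1 to 9 and 0.0470% at 60.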

Finally, this analysis indicated that homolog misassignment introduced less than 5% of erroneous *trans*-homolog contacts at separations above 1 kb (Fig. 2e). 

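In the separation range that holds 1 kb, the expected share of misassigned cis pairs among inward trans-homolog pairs of chromosomes 2 and 3 was 8.81% ± 0.91 (SD, n = 2). No range from 1 kb to 10 Mb gave a higher share in either replicate. The share moved most, to 10.6% ± 1.04, with X included, and it came to 7.60% ± 0.84 without the 5% of 100 kb bins with the highest local misassignment. No alternative for this share changed the mapping quality.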

Having gained confidence that contamination contributes only a minor portion of purported *trans*-homolog read pairs, we observed that *trans*-homolog contacts at genomic separations of 1 kb are >100-fold more frequent than those at genomic separations of >1 Mb, and >500 fold more frequent than contacts between regions on different chromosomes (*trans*-heterolog, Fig. 2b). Thus, *trans*-homolog contacts constitute a major fraction of *trans*-chromosomal interactions.

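On chromosomes 2 and 3, trans-homolog contacts at 1 kb were 482 ± 68.6 (SD, n = 2) times as frequent as those at 1 to 10 Mb. They were 1202 ± 215 times as frequent as contacts between the arms of chromosome 2 and those of chromosome 3. The range at 1 kb held 3344 trans-homolog pairs in replicate 1 and 3083 in replicate 2. Setting the long separations to 1 to 2 Mb moved the first ratio most, to 296 ± 41.6.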

**Fig. 2:**
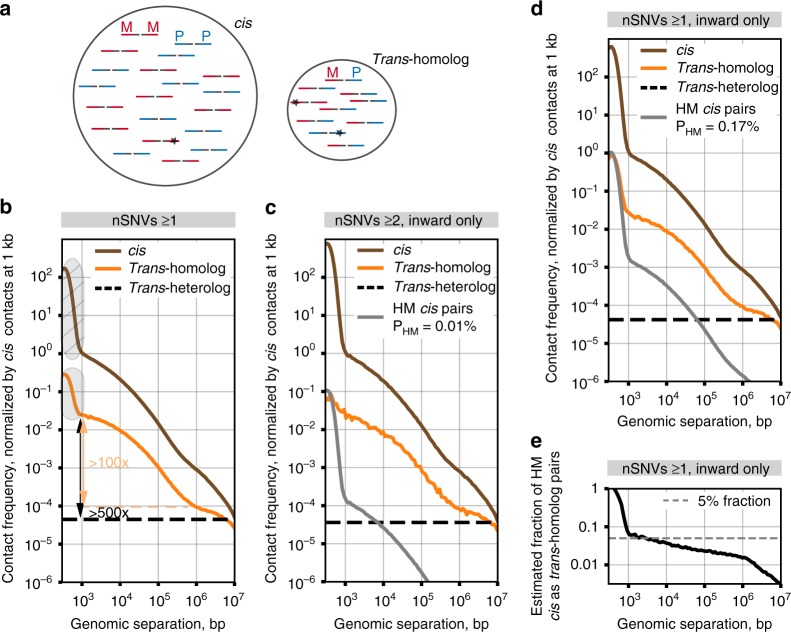
Strategy for robust distinction of *trans*-homolog from *cis* contacts. **a** Homolog misassignment can arise from sequencing errors, false SNVs, or sample heterogeneity (lines, Hi-C molecules; red, maternal fragment (M); blue, paternal fragment (P); stars, errors). **b** Contact frequency plotted against genome separation using ≥ 1 SNV per read. Arrows, change in contact frequency between short-range *trans*-homolog contacts and either long-range (>1 Mb) *trans*-homolog (orange) or *trans*-heterolog (black) contacts. Shaded area over the *trans*-homolog curve, enrichment of contact frequency due to homolog-misassigned “dangling ends” (shaded area over *cis* curve). **c** Contact frequency for inward only read pairs with at least two SNVs per read, with no sequence mismatches allowed (P_HM_ = 0.01%). **d** Contact frequency for inward only read pairs with at least one SNV per read (P_HM_ = 0.17%). **e** Fraction of homolog-misassigned *cis* contacts among *trans*-homolog pairs as a function of genomic separation. **b**–**d** Contact frequencies for chromosomes 2 and 3 normalized by *cis* contact frequency at 1 kb. Dashed black line, average *trans-*heterolog contact frequency; HM, homolog misassignment; P_Hm_, probability of homolog misassignment

### Homolog pairing in *Drosophila* embryos is highly structured

We next generated a Hi-C map using ≥ 1 SNV per read and filtering our data to exclude contacts below 3 kb of genomic separation in order to substantially reduce contamination by Hi-C byproducts. The resulting map was striking in a number of ways (Supplementary Fig. 2b). In addition to displaying the expected central *cis* diagonal, it revealed prominent *“trans*-homolog*”* diagonals that extended across the entire length of each chromosome (Fig. 3a, black arrows). This observation demonstrated that interactions between homologs, including those within a few kilobases and up to several megabases, extend genome-wide in early embryos at the time when pairing is being initiated.

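In bins of 100 kb, the trans-homolog diagonal was compared with the trans-homolog contacts of the same bin 1 to 5 Mb away. The diagonal was higher in all 1135 bins visible on both homologs. The ratio had a median of 70.3, a 5th percentile of 39.3 and a lowest value of 15.7. In replicate 2 alone, 1133 of 1134 bins lay above this background. The share moved most in bins of 25 kb, to 94.8% of 4502 bins. Misassigned cis pairs were not subtracted here. They alone may lift a bin above this background, so the number of bins above it does not show pairing in each bin. Their expected share of inward trans-homolog pairs on chromosomes 2 and 3 was 6.02% at 3162 to 4217 bp in replicate 1. At 74989 to 100000 bp it was 3.11%.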

**Fig. 3:**
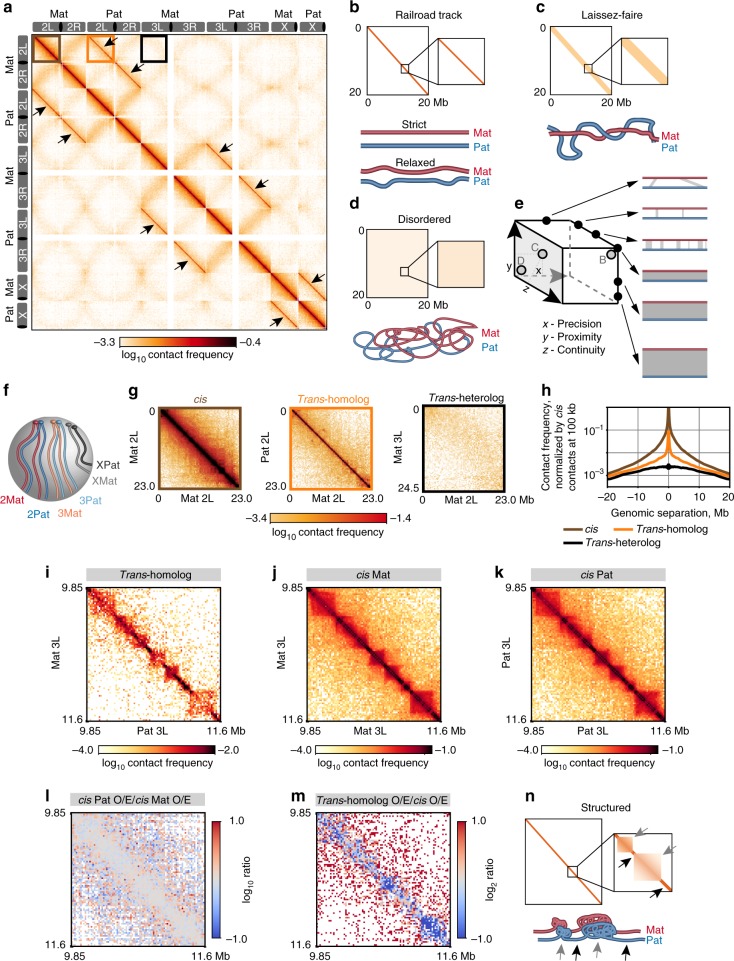
Highly structured homolog pairing resembles features of *cis*-organization. **a** Haplotype-resolved Hi-C map of F1 hybrid embryos. Arrows, *trans*-homolog diagonals. **b**–**d** Homologs juxtaposed in a **b** railroad track fashion, **c** a loose, laissez-faire mode, or **d** a highly disordered structure. **e** Homolog pairing may encompass a range of structures defined by precision, proximity, and continuity. **f** Rabl positioning of chromosomes. The **g** zoomed-in maps of chromosomal arms (color coded boxes in a; L, left; R, right) and **h** respective contact frequencies as a function of genomic distance (see Methods). **i** *trans*-homolog, **j** *cis* maternal, and **k** *cis* paternal maps of matching regions on chr3L. **l** Ratio of *cis* Pat/*cis* Mat Hi-C maps indicates the *cis* contact patterns of two homologs are highly consistent. **m** The ratio of *trans*-homolog/average *cis* maps suggests that pairing resembles *cis* contacts, albeit with lower interactions in some regions (dark blue). **n** Homolog pairing displays highly structured *trans*-domains (black) and *trans*-boundaries (gray), reflecting *cis*-organization of homologs

The *trans*-homolog diagonals suggest that homologs are relatively well-aligned when coming into contact, consistent with a railroad track structure (Fig. 3b). This indication, however, does not preclude less aligned forms of pairing, such as the paired domains observed at a number of genomic regions^4–7^. For example, Fig. 2b also shows that extensive *trans*-homolog interactions may occur between non-allelic regions corresponding to genomic separations of hundreds of kilobases or more, albeit at much reduced frequencies. We would expect such interactions to appear as signals at varying distances off the *trans*-homolog diagonals, leaving open the possibility of other structures, such as laissez-faire (Fig. 3c) and highly disordered pairing (Fig. 3d).

That pairing may assume different forms in *Drosophila* has long been considered (reviewed by^1–3^), with recent studies suggesting that the state of pairing is a fine balance between pairing and anti-pairing factors (reviewed by^2^). Here, we propose a framework in which the different aspects of pairing can be placed along the continuum of three axes representing (i) the precision with which homologous regions are aligned (*x* axis), (ii) the proximity with which homologs are held together (*y* axis), and (iii) the continuity or degree to which a particular state of pairing extends uninterrupted (*z* axis), with the continuum along any axis potentially reflecting different forms of pairing and/or the maturation (or degradation) of pairing over time (Fig. 3e). In this context, high values along all three axes would produce railroad track pairing, intermediate values would approximate a laissez-faire mode of pairing, and minimum values would encompass interactions ranging from extreme laissez-faire to disorder. This framework can also be used to describe *trans* interactions between heterologous chromosomes, particularly prominent examples being those arising from the Rabl polarization of centromeres and telomeres, appearing in some Hi-C maps, including ours, as contacts along non-homologous arms (e.g. 2L and 2R, as well as 3L and 3R)^33,34^; the Rabl configuration may facilitate homolog pairing by reducing search space within the nucleus (Fig. 3f^13–15^). 

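Arms of chromosome 2 and chromosome 3 were compared at matched positions, taken as the distance to the centromere scaled by arm length. At a position mismatch under 100 kb, trans-homolog contacts were 130 ± 16.1 (SD, n = 2) times as frequent as trans-heterolog contacts. The ratio was 3.47 ± 0.28 at 1 Mb and 1.54 ± 0.076 at 10 Mb, above 1 in both replicates at each distance. With X included, the ratio under 100 kb was 153 ± 19.4, the alternative that moved it most. Trans-heterolog contacts at a mismatch under 1 Mb were 1.60 ± 0.074 times as frequent as those at 5 to 15 Mb, and 2.21 ± 0.15 times when mismatch under 2 Mb was set against 10 to 20 Mb.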

Note, however, that *trans*-homolog contacts were tighter and/or more frequent than *trans*-heterolog contacts (Fig. 3g, h), emphasizing the prevalence of homolog pairing in *Drosophila*.

We next asked whether our haplotype-resolved maps could further clarify the molecular structure of paired homologs as well as elucidate how *trans*-homolog interactions are integrated with the *cis* interactions that shape the 3D organization of the genome. Remarkably, we observed *trans*-homolog domains, domain boundaries, compartments, and interaction peaks resembling analogous features in *cis* maps (Fig. 3i–k and Supplementary Fig. 5a–e). 

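Compartments were taken as the first eigenvector of the observed/expected map of each arm in bins of 100 kb. Across 1135 bins, which are not independent replicates, the trans-homolog and cis vectors had a Pearson correlation of 0.610 and a Spearman correlation of 0.612. Rotating the trans-homolog vector within arms 1000 times gave a mean of 0.090 (one-sided permutation test, p = 0.001, the smallest that 1000 rotations can give; adjusted p = 0.0013 over 4 tests on the maps by Benjamini-Hochberg). The correlation was 0.514 in replicate 1 and 0.484 in replicate 2, it was 0.259 in bins of 50 kb, and it fell most, to 0.080, when the maps were compared directly beyond 2 Mb. By arm the Pearson correlation ranged from 0.424 on 3L to 0.855 on 2R, and the Spearman correlation from 0.389 on 2R to 0.845 on 3R, so the order of the arms differs between the measures. On X the cis maternal and cis paternal vectors had a Pearson correlation of 0.118, which limits what the cis vector of X can show.
For the 4 interaction peaks encircled in Supplementary Fig. 5, positions were read from the figure by eye, and the 20 kb pixel with the highest cis value within 200 kb of each was taken, which need not be the pixel that the paper encircles. For the peak that joins the pixels of 2L starting at 900001 and 2580001, trans-homolog contacts were 6.43 times the background at the same separation (2.86 in replicate 1 and 12.5 in replicate 2). For the pixels of 2L starting at 6340001 and 9460001 they were 14.7 times the background (6.60 and 37.9). The ratio was 7.08 for the pixels of 2R starting at 4660001 and 10880001 (4.43 and 11.0), and 10.6 for those of 3L starting at 6640001 and 9300001 (9.02 and 17.0). These values rest on few pairs, from 5 at the first peak in replicate 1 to 26 at the second in replicate 2. In pixels of 10 kb the ratio was 0 at the first peak, and it was 24.7, 23.0 and 9.60 at the others in the same order. Whether the value of 0 can be set apart from an enrichment was not tested. Against the background of the whole arm, the ratios were 13.7, 17.3, 21.1 and 14.5. From its trans-homolog domains, boundaries and interaction peaks, the paper takes pairing to go beyond an alignment of homologs along their length.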

In fact, 54% of the boundaries of *trans*-homolog domains overlapped a boundary of a *cis* domain (averaged over two homologs, Supplementary Fig. 5f). 

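With the settings of the methods, 2300 boundaries were called in the pooled trans-homolog map, 1310 in the cis maternal map and 1387 in the cis paternal map. Of the trans-homolog boundaries, 57.0% lay within 4 bins of a cis maternal boundary and 58.6% of a cis paternal boundary, a mean of 57.8%. Random sets of visible bins of the same sizes overlapped by 35.8% on average (one-sided permutation test with 1000 draws, p = 0.001, the smallest they can give; adjusted p = 0.0013 over the tests on the maps). Both homologs had a boundary near 1057 of the trans-homolog boundaries, and neither did near 699. The mean was 60.8% in replicate 1 and 57.3% in replicate 2. It moved most without iterative correction, to 76.5%, where random sets gave 50.6%.

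**Figure D2:**
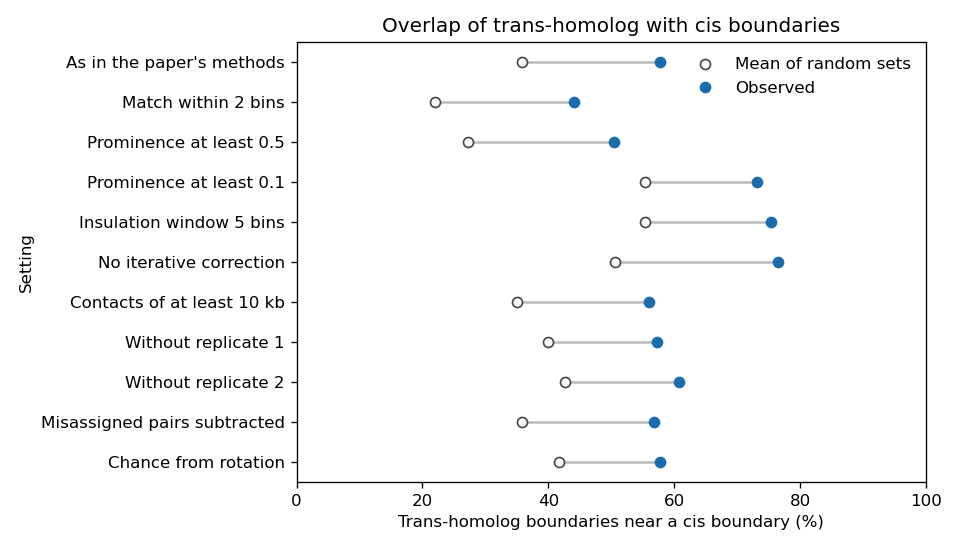
Percentage of trans-homolog boundaries near a cis boundary (filled points) and the mean of random or rotated sets (open points) by setting. The observed share lies above the chance level in each setting, by 57.8% against 41.7% where chance was set by rotation.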

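With boundaries called in each replicate alone, 2798 trans-homolog boundaries were found in replicate 1 and 2729 in replicate 2. Of these, 80.1% were shared between the replicates, as the mean of both directions, while random sets of these sizes shared 60.6%. Matching within 2 bins gave 59.5%, against 40.5% at random, and was the alternative that moved it most.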

While this value is lower than the upper bound of 72% for *trans*-homolog boundaries shared between replicate haplotype-resolved Hi-C datasets, it is nevertheless significantly above the 35% overlap expected at random (*P* < 10^−10^, *t*-test). Note that, as we obtained 92.3% overlap of domain boundaries between replicates of non-haplotype-resolved Hi-C datasets, it is likely that the overlap values for haplotype-resolved datasets reflect the relatively low number of haplotype-resolved reads we obtained.

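Boundaries of the cis maternal and cis paternal maps were shared at 75.3%, against 35.7% for random sets (one-sided permutation test with 1000 draws, p = 0.001, the smallest they can give; adjusted p = 0.0013 over the tests on the maps). The value was 73.1% in replicate 1 and 74.5% in replicate 2. Boundaries of cis maps called in each replicate alone were shared at 75.5%, against 41.2% at random.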

The similarity between *trans*-homolog and *cis* contact maps is further highlighted through comparisons with maternal- and paternal-specific Hi-C domains, which have been observed in other systems to be concordant^21^; in our dataset, we observed 73.9% concordance between *cis* domain boundaries of homologous chromosomes (Supplementary Fig. 5f; also Fig. 3l and Supplementary Fig. 5g, h), wherein concordance between two replicates was 73.2% (see Methods). 

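In 20 kb pixels 40 to 400 kb from the diagonal, observed/expected values of the trans-homolog and mean cis maps had a Spearman correlation of 0.290 over 104155 pixels of the 5 arms, which are not independent replicates. Between the cis maternal and cis paternal maps it was 0.435. In the region of 3L from 9.85 to 11.6 Mb these correlations were 0.472 and 0.629. The first moved most in pixels of 40 kb, to 0.507. The trans-homolog value was under 0.5 of the cis value in 43.8% of pixels of the 5 arms and in 33.6% of those of the 3L region. In single replicates, which have fewer pairs, this share was higher, at 57.6% and 56.7% over the 5 arms and at 46.6% and 46.4% in the 3L region. Over the 5 arms, 39.4% of pixels were under this limit in both replicates, against 32.6% if the replicates were independent, and in the 3L region 27.5% were, against 21.6%, with the same pooled cis map as the divisor in both replicates.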

*Trans-*homolog maps do, however, differ from some *cis*-defined features (Fig. 3m and Supplementary Fig. 5i, dark blue; see also^31^). Taken together, our findings indicate that homolog pairing goes far beyond simple genome-wide alignments of homologous pairs and includes surprisingly structured *trans*-homolog domains, boundaries, and specific interaction peaks that frequently correspond to *cis* features (Fig. 3n).

### Homolog pairing is associated with zygotic genome activation

Spurred on by the rich history of transvection (reviewed by^1–3^) we asked how broadly pairing might be correlated genome-wide with fundamental developmental events such as the binding of major transcription factors in the early *Drosophila* embryo. We focused our attention on arguably the four most prominently studied maternally-contributed factors, involved in zygotic genome activation, in particular key developmental events such as the opening of chromatin, initiation of transcription, and embryonic pattern formation: the pioneer factor Zelda (Zld), which mediates early chromatin accessibility^38,39^; Bicoid (Bcd)^40^ and Dorsal (Dl)^41^, which are involved in patterning the anterior-posterior (AP) and dorsal-ventral (DV) axis, respectively; and GAGA factor (GAF)^42^, which may facilitate transcription in later stages. We correlated the binding of these factors, as revealed by ChIP-seq datasets^40,41,43^, to local variations in the degree of pairing as characterized by the pairing score (PS), defined as the log_2_ *trans*-homolog contact frequency within a 28 kb window along the diagonal of Hi-C maps (Methods). Excitingly, regions associated with elevated PS values were significantly enriched for the binding of Zld and Bcd (*P* < 10^−10^, Spearman; Fig. 4a) as compared to controls in which we randomized 200 kb chunks of PS values (Fig. 4b) or 200 kb chunks of binding profiles (Supplementary Fig. 6a). No correlation was observed, however, between PS values and the binding of GAF or Dl (*P* = 0.139, *P* = 0.029, Spearman, respectively; Fig. 4b). Then, using partial correlation analyses, we examined whether these correlations would be affected upon removal of the contribution of a third feature. For instance, how might the correlation between the binding of Bcd and PS values be affected by the binding of Zld? We found that Zld binding contributes significantly, as Spearman’s correlation coefficient dropped from 0.155 (*P* = 2.1 × 10^−65^; Fig. 4b) to 0.044 (*P* = 1.3 × 10^−6^; Supplementary Fig. 6b), when controlled for Zld binding. Interestingly, Spearman’s correlation coefficient between the binding of Dl and PS values decreased from −0.020 (*P* = 0.029; Fig. 4b) to −0.157 (*P* = 3.0 × 10^−67^; Supplementary Fig. 6b) when controlled for the contribution of Zld. These findings are consistent with a role of Zld in Bcd- as well as Dl-dependent binding and gene activation^40,41^. Interestingly, we observed that genes associated with both AP and DV patterning^44,45^ are similarly associated with higher PS values (Supplementary Fig. 6c). Moreover, loss of Bcd binding in Zld-depleted embryos^40^ was significantly enriched at regions otherwise associated with high PS values (*P* < 1.21 × 10^−68^, Mood’s median test; Supplementary Fig. 6d, e). In sum, our data suggest that Zld-mediated early opening of chromatin, including the binding of Bcd, is strongly correlated with pairing in embryos.

**Fig. 4:**
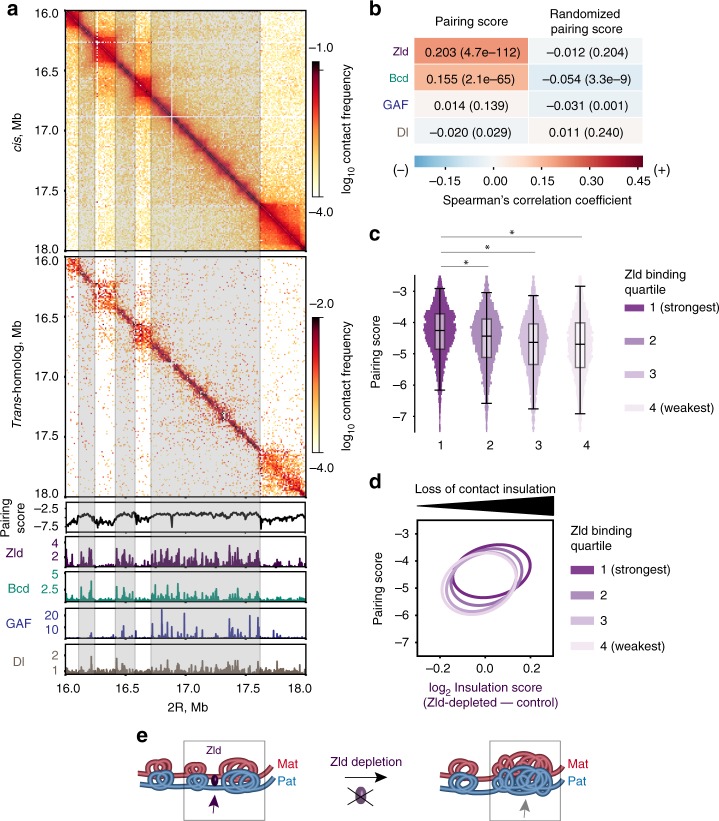
Homolog pairing is related to Zld-mediated opening of chromatin. **a** *Cis* (upper panel) and *trans*-homolog (second panel from the top) contact maps of a 2 Mb region (2 R:16-18 Mb). Lower panels, pairing score (PS) calculated using a 28 kb window at 4 kb resolution (black), ChIP-seq profiles of Zld (dark purple)^41^, Bcd (green)^40^, GAF (blue)^43^, and Dl (brown)^41^. Gray boxes, regions associated with elevated PS values in boundaries. **b** Correlation analyses between the PS values and the binding profiles of Zld, Bcd, GAF, and Dl as determined using pairwise Spearman correlation. Control, randomized 200 kb chunks of the PS. Spearman correlation coefficients indicated in each box and by a heatmap; *P*-values in parentheses. **c** 25% of the strongest Zld binding coincides significantly with high PS regions, compared to the remaining Zld binding (*P < 10^−10^, Mood’s median test). **d** PS values *vs* loss of contact insulation upon Zld depletion, grouped by Zld binding strength quartile. Ovals represent the contours of 2D-Gaussian approximations, at a distance of 2 standard deviations from the mean (the dot). Regions with stronger Zld binding show both high PS values and increased loss of contact insulation upon Zld depletion. **e** Zld depletion affects insulation of domain boundaries at regions otherwise associated with high pairing. Thus, Zld may affect homologs to be further away from each other when insulation is lost

As previous studies suggested that regions with high Zld occupancy were more dependent on Zld for establishing domain boundaries^33^, we asked whether Zld may play a role in domains that are established via *trans*-homolog interactions. Several observations supported our hypothesis. 

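The pairing score was computed from Eq. (4) with W = 3 in bins of 4 kb of the pooled map. Its median was -9.91 in the 2242 scored bins that hold a trans-homolog boundary and -9.89 in 9323 bins more than 4 bins from any such boundary, a log2 difference of -0.02. The difference was -0.05 in replicate 1 and -0.04 in replicate 2. Rotating the pairing score within arms 1000 times gave p = 0.545 (two-sided permutation test; adjusted p = 0.545 over 4 tests on the maps), and Mood's median test on bins, which are not independent, gave p = 0.592. The alternative that moved it most, contacts of at least 10 kb, gave -0.58 (permutation test, p = 0.001, the smallest that 1000 rotations can give). It leaves mostly pairs that span or touch the bin, whose depletion also defines a boundary. In simulated maps of the pooled depth, for an assumed boundary contrast, the difference at called boundaries was -0.14 with no planted change of the pairing score. It was 0.18 with a planted rise of 0.58. With W = 1 the measured difference changed direction, to 0.18 (permutation test, p = 0.002). At 12 kb from the boundaries, a distance chosen after seeing the data, the median was -9.64 on both sides.

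**Figure D3:**
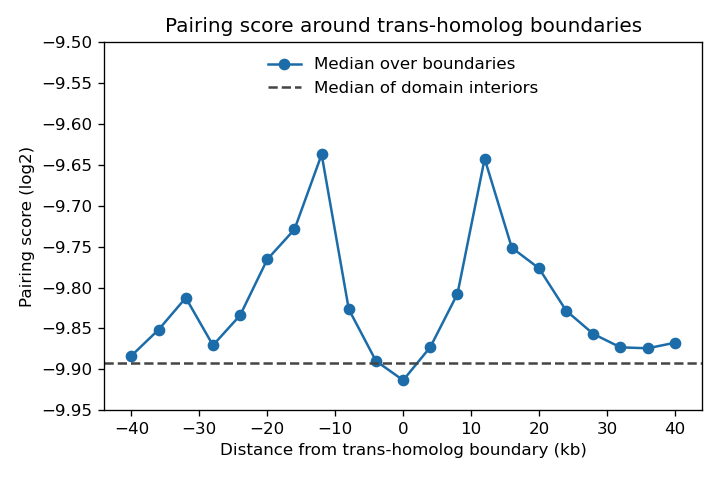
Median pairing score (log2) by distance in kb from trans-homolog boundaries (points), with the median of domain interiors (dashed line). The score at the boundary bin lies near the interior median, and the flanking bins at 12 kb lie above it.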

First, visual inspection of our Hi-C revealed that *trans*-homolog domain boundaries are associated with high Zld occupancy and, moreover, are associated with values of PS that are higher than those of the interior of domains (Fig. 4a and Supplementary Fig. 7a, *P* < 10^−10^, Mood’s median test). Interestingly, 25% of the top Zld-occupied regions have high PS values (*P* < 10^−10^, Mood’s median test, Fig. 4c). Second, using Hi-C data from Zld-depleted embryos^33^, we observed a decrease of boundary strength at regions that would otherwise be associated with high PS values and strong Zld binding (Fig. 4d and Supplementary Fig. 7b, *P* < 10^−10^, Spearman). Third, we found that Zld depletion trended strongly toward reduced pairing, with the reduction being significant at four out of six loci assayed (*P* < 2.56 × 10^−3^, Fisher’s two-tailed exact; Supplementary Fig. 7c, d). Finally, we also observed strong correlations between PS values and features known to be enriched at domain boundaries, such as RNA Pol II^33^, housekeeping genes^33,46^, and nascent zygotic gene products^47^ (Supplementary Fig. 6c, 7e). Thus, Zld-mediated chromatin accessibility and transcription appear correlated with the establishment of homolog pairing in the early embryo (Fig. 4e), reinforcing the notion that the establishment of homolog pairing may bear a relationship to genome function during key developmental events. For example, Zld-mediated opening of genomic regions may facilitate homologous sequences finding each other when pairing is initiated in early embryogenesis. Whether Zelda plays a direct or indirect role in initiating pairing, however, will require additional study, as will the interplay between Zld and other factors involved in pairing and other forms of chromosome organization.

### Haplotype-resolved application of Ohm to mammalian embryos

One of the most exciting developments in recent years has been the growing indication that homolog pairing is not special to *Drosophila*, that it may be a general property in many organisms, including mammals (reviewed by^1,2^). Thus, in order to both demonstrate the applicability of Ohm as well as assess the state of pairing in mammals, we applied our haplotype-resolved Ohm approach to mammalian embryos. As pairing in mammals is generally transient and localized, for example, during DNA repair, V(D)J recombination, imprinting, or X-inactivation (reviewed by^1,2^), these analyses would, at the least, also serve as a control for observations in *Drosophila*, where pairing is far more extensive. In particular, we considered two deeply sequenced Hi-C datasets from Du et al.^25^ and Ke et al.^26^ representing gametes and F1 hybrid mouse embryos bearing a high frequency of SNVs (1 autosomal SNV per ~130 bp or ~490 bp, respectively). Reasoning that the haploid nature of sperm and oocytes precludes homolog pairing, we focused first on these cell types to determine the level of stringency that would be necessary to remove any apparent *trans*-homolog read pairs that would necessarily have resulted from homolog misassignment (Supplementary Fig. 8a). That level of stringency was ≥2 SNVs per read (Supplementary Fig. 8b and Supplementary Data 1, see Methods).

Requiring ≥2 SNVs per read, we turned to the datasets representing embryos ranging in age from the single, 2-, 4-, and 8-cell stage through the earliest days of embryogenesis and beyond. We observed no conclusive signal for *trans*-homolog contacts (Supplementary Figs. 9 and 10), consistent especially for the very earliest stages with previous indications that the maternal and paternal genomes are spatially segregated^25,26,48–50^; (Supplementary Fig. 9). More specifically, although the signal for *trans-*homolog contacts for some of the earlier stages seemed to hover above that expected from homolog misassignment (Supplementary Fig. 9) and thus raise the possibility of homolog pairing, this discordance between observed and expected *trans*-homolog contacts could also reflect artifacts arising from a non-uniform genomic density of SNVs and/or Hi-C biases (see^37^); we were unable to resolve this issue due to the sparsity of data (Supplementary Data 1). The data also raise the possibility of a higher order clustering of homologous as well as heterologous subtelomeric regions (Supplementary Fig. 10), reminiscent of the clustering of pericentromeric and subtelomeric regions seen previously^48^. While, again, the sparsity of data precluded our ability to determine such clustering reflected any degree of homolog pairing, it is worth noting that telomere as well as centromere clustering has been reported in embryos across several species^34,48,51^ and may constitute a mechanism for initiating pairing^13–15,52^. In brief, although we found no definitive evidence of homolog pairing in early mouse embryos, our data nevertheless leave this issue open for future studies. Also, as repetitive sequences were excluded from our analyses, the potential of *trans*-homolog contacts at repeats remains to be explored.

## Discussion

To conclude, our study addressed the fundamental nature of chromosome pairing and, to this end, developed a robust method, Ohm, for conducting haplotype-resolved Hi-C studies wherein interactions between homologous chromosomes are carefully vetted for homolog misassignment. This approach ensured the highest quality assignments of parental origin to Hi-C reads when distinguishing *cis* from *trans* contacts, and can be extended to any number of other methods^53^.

Using Ohm, we obtained, for the first time, a genome-wide high-resolution view of homolog pairing during early *Drosophila* development. Our data revealed genome-wide juxtaposition of homologs along their entire lengths as well as a multi-layered organization of *trans*-homolog domains, domain boundaries, compartments, and interaction peaks. We also observed concordance of *trans*-homolog and *cis-* features, arguing that *cis* and *trans* interactions are structurally coordinated (see also^31^). This striking correspondence of *trans*-homolog and *cis* domain boundaries and interaction peaks may suggest similar mechanisms of their formation. For instance, SMC complexes implicated in loop extrusion^54^, formation of *cis* domains, and cohesion of sister chromatids in mammals may play a role in pairing and formation of *trans*-homolog domains in *Drosophila*. We pursue this line of thought in our companion paper^31^.

Moreover, by layering *trans*-homolog contacts on models of genome organization that have relied primarily, if not solely, on *cis* contacts, our findings highlight how haplotype-resolved Hi-C can shed light on paradigms of genome organization and function that would otherwise remain hidden. For example, pairing may underlie some of the structural and regulatory differences between the 3D architecture of the *Drosophila* genome and that of organisms lacking pairing; indeed, the close proximity of homologs may influence the manner in which loops and domains are formed in *Drosophila* in addition to playing a role in gene regulation^2,31,55^.

Our observations have further revealed a correlation between pairing and Zelda-mediated chromatin accessibility during zygotic genome activation. In this way, they champion a relationship between *trans*-homolog genome organization and key developmental decisions, aligning well with the growing recognition that pairing can play a potent role in gene regulation, even at some loci in mammals (reviewed by^1,2^). As such, it may be of significance that homologs are unpaired during the earliest moments of *Drosophila* embryogenesis^56^ and then initiate pairing at a time coinciding with activation of the zygotic genome. This in mind, we examined data pertaining to early mouse embryo; as in *Drosophila*, murine maternal and paternal genomes are segregated in the earliest cell cycles^25,26,48–50^, but little is known about the genome-wide status of pairing thereafter. Our analyses were further fueled by studies suggesting that pairing may be a general mechanism by which organisms detect structural heterozygosity in their genomes early in development, culling those that are deleteriously rearranged^57^. Although we observed some intriguing signals, ultimately, the sparsity of data did not allow us to draw strong conclusions regarding pairing in the mouse embryos, pointing to a need for additional haplotype-resolved Hi-C analyses and/or the resolution provided by imaging.

Our studies also suggest how pairing in *Drosophila* could shape early nuclear organization of the zygotic genome. For instance, as pairing brings similar loci together, it may enhance the compartmentalization of heterochromatic and euchromatic structures during phase separation in early *Drosophila* embryos^58^. Alternatively, the segregation of heterochromatin from euchromatin could facilitate homology searches during the initiation of pairing. Indeed, how homologs identify each other remains one of the most intriguing questions. For instance, do homologs become structurally similar because of pairing, or do they have comparable conformations prior to pairing, their similarities contributing to homolog recognition? As our results do not reveal striking differences between the *cis* maps of homologs, they are consistent with the latter scenario. However, because our *cis* maps likely represent a mix of paired and unpaired homologs, potential differences between the *cis* maps of homologs may only become apparent in younger embryos prior to pairing.

Finally, we note that the sensitivity of Ohm has potential usefulness also for the analysis of *trans* contacts between heterologous chromosomes, which would fall in the plane of *x* = 0 in our framework of precision (x), proximity (y), and continuity (z). Intriguingly, it may be that, in some instances, only one of two alleles participates in heterologous interactions (reviewed by^59^), and thus, here, our haplotype-resolved approach could be applied to dissect the parental origin of the interacting alleles. Of course, when our framework is extended to encompass the dimension of time, it should then be able to capture the dynamics of *trans*-homolog and *trans*-heterolog contacts through cell division, development, aging, and disease.

## Methods

### Selection of parental *Drosophila* lines

To be able to distinguish homologs in sequencing data, we selected two parental lines with a high number of SNVs from *Drosophila melanogaster* Genetic Reference Panel (DGRP), which contains *Drosophila* lines inbred over 20 generations (see Supplementary Note 1).

### Genomic DNA isolation and library preparation

20 adult flies from each parental line (the Bloomington stock numbers 29652 and 29658) were homogenized with motor (Kimble-Kontes Pellet Pestle Cordeless Motor) and pestle (Kimble-Kontes) on ice. Genomic DNA was isolated using DNeasy Blood & Tissue Kit (Qiagen) according to manufacturers’ recommendations. The integrity of the isolated genomic DNA (i.e. no degradation present) was verified by running a 1% agarose gel. Genomic DNA libraries were generated using Illumina TruSeq Nano DNA Library Preparation kit, and were 150 bp paired-end sequenced at the TUCF Genomics Facility using Illumina HiSeq2500.

### Collection and fixation of the F1 hybrid embryos

The *Drosophila* handling was in accordance with the Harvard Medical School guidelines. The inbred DGRP-057 (maternal) and 439 (paternal) lines were mated to obtain the F1 hybrid embryos. To ensure that accurate parental genotypes were crossed, around 28,000 males and 28,000 virgin females were manually sorted. The F1 hybrid embryos were collected and fixed after three pre-lays followed by aging for 2–4 h time-point at 25 °C. To validate that the embryos were of the correct stage, and did not contain contaminants from older embryos, a small aliquot (~100 embryos) per collection was set aside, devitellinised, and stored in methanol at −20 °C to verify developmental stages of collection under microscope. If even a single older embryo was noted, collection was discarded, as that embryo may contribute more nuclei than 2–4 h embryo, depending on exact developmental difference between them. The remaining embryos from collections were snap-frozen in liquid nitrogen and stored at −80 °C.

### In situ Hi-C on *Drosophila* F1 hybrid embryos

Hi-C protocol from Rao et al.^19^ was adapted for the *Drosophila* embryos. 30 mg of snap-frozen fixed embryos were homogenized with pestle (Kimble-Kontes) in 500 μl of ice-cold lysis buffer, and incubated 30 min on ice. Upon cell lysis, the chromatin was digested using 500 U of DpnII restriction enzyme overnight at 37 °C. The DpnII overhangs were filled in with biotin mix during 1.5 h at 37 °C, and the chromatin was ligated for 4 h at 18 °C. RNA was degraded by adding 5 μl of 10 mg/ml RNase A (ThermoFisher Scientific) followed by incubation for 30 min at 37 °C. After degradation of proteins and crosslink reversal overnight at 68 °C, DNA was ethanol precipitated. DNA shearing was performed to obtain around 400–600 bp fragments with Qsonica Instrument (Q800R) using the following parameters: 30 s on/off, 15x cycles, 70% ampl. After size-selection to around 500 bp, biotin pull-down was performed with a minor modification. Namely, the size-selected DNA was eluted in 200 μl of 10 mM Tris-HCl pH 8.0, and was mixed with equal volume of 2x Binding Buffer (10 mM Tris-HCl pH 7.5, 1 mM EDTA, 2 M NaCl) containing pre-washed Dynabeads MyOne Streptavidin T1 beads (Life Technologies).

The library preparation^19^ was performed with the following modifications. The adapter ligation was in 46 μl of 1x Quick ligation reaction buffer (NEB), 2 μl of DNA Quick ligase (NEB), and 2 μl of NEXTflex DNA Barcode Adapter (25 μM, NEXTflex DNA Barcodes −6, Bioo Scientific #514101). PCR reaction contained 23 μl of adaptor ligated DNA, 2 μl of NEXTflex Primer Mix (12.5 μM), and 25 μl NEBNext Q5 Hot Start HiFi PCR Master Mix (NEB), and was run using the program: 98 °C, 30 s, (98 °C, 10 s, 65 °C, 75 s) repeated 7 times, 65 °C, 5 min, hold at 4 °C. Purification of PCR products was performed by incubation for 15 min instead of 5 min after each addition of Agencourt AMPure beads. The final libraries were eluted in 15 μl of 10 mM Tris-HCl pH 8.0 after 15 min incubation at room temperature, and 15 min incubation on a magnet. The library quality was assessed using the High Sensitivity DNA assay on a 2100 Bioanalyzer system (Agilent Technologies). The libraries corresponding to two independent biological replicates were 150 bp paired-end sequenced at the TUCF Genomics Facility using Illumina HiSeq2500.

### FISH probes

Oligo probes for heterochromatin repeats at chr2 (AACAC), chr3 (dodeca) and chrX (359)^60^ were synthesized by Integrated DNA Technologies (IDT) with the following sequences and a fluorescent dye: AACAC (Cy3-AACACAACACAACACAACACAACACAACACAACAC), dodeca (FAM488-ACGGGACCAGTACGG), and 359 (Cy5-GGGATCGTTAGCACTGGTAATTAGCTGC).

The libraries for euchromatin probes 89D-89E/BX-C (315 kb), 2R16 (904 kb), 3R7 (844 kb), 3R19 (700 kb), 69 C (674 kb), and 28B (680 kb) were designed using Oligopaint technology (Supplementary Table 4)^17,61,62^, and were amplified using T7 amplification (see section Oligopaint probe synthesis) with forward primers containing a site for secondary oligo annealing, and reverse primers containing a T7 promoter sequence (sequences are provided in Supplementary Table 5). DNA secondary oligos^61^, which were used together with primary probes, had both 5′ and 3′ conjugated fluorophores (Supplementary Table 5).

### Oligopaint probe synthesis

Oligopaints probes were synthesized using T7 amplification followed by reverse transcription^63^. Oligopaints libraries were first amplified with Kapa Taq enzyme (Kapa Biosystems, 5 U/μl), and corresponding forward and reverse primers (without the site for secondary oligo annealing and the T7 promoter, i.e. without the underlined sequences from Supplementary Table 5) using linear PCR program as follows: 95 °C, 5 min, (95 °C, 30 s, 58 °C, 30 s, 72 °C, 15 s) repeated 25 times, 72 °C 5 min, hold at 4 °C. Upon clean up with DNA Clean & Concentrator-5 (DCC-5) kit (Zymo Research), this PCR was followed by another bulk up PCR using the same program, but this time to introduce the site for secondary oligo annealing to the forward strand, and the T7 promoter to the reverse strand (primers used with the underlined sequences from Supplementary Table 5). The PCR product with added T7 promoter was cleaned up using DNA Clean & Concentrator-5 (DCC-5) kit (Zymo Research), and became a template in T7 reaction to produce excess RNA with HiScribe T7 High Yield RNA Synthesis Kit (NEB) and RNAseOUT (ThermoFisher Scientific) overnight at 37 °C. RNA was then reverse transcribed into DNA with Maxima H Minus RT Transcriptase (ThermoFisher Scientific) in a 2 h reaction at 50 °C, followed by the inactivation of the RT enzyme at 85 °C for 5 min. Subsequently, RNA was degraded via alkaline hydrolysis (0.5 M EDTA and 1 M NaOH in 1:1) for 10 min at 95 °C, and ssDNA was purified with DNA Clean & Concentrator-5 (DCC-5) kit (Zymo Research), where DNA binding buffer was replaced with Oligo binding buffer (Zymo).

### FISH in embryos

FISH in *Drosophila* embryos^17,61^ was performed with modifications. Embryos were dechorionated with 50% bleach for 2.5 min, washed with 0.1% Triton X-100 in PBS, and fixed for 30 min in 500 μl of fix (PBS containing 4% formaldehyde, 0.5% Nonidet P-40, and 50 mM EGTA), plus 500 μl of heptane. Upon replacing the aqueous phase with methanol, embryos were vigorously shaken for 2 min. Finally, embryos were triple washed with 100% methanol, and stored at −20 °C in methanol.

Prior to FISH, embryos were gradually rehydrated in 2x SSCT (0.3 M NaCl, 0.03 M NaCitrate, 0.1% Tween-20). Subsequently, embryos were incubated for 10 min in 2x SSCT/20% formamide, followed by another 10 min in 2x SSCT/50% formamide, and then hybridized in a hybridization solution (2x SSCT, 50% formamide, 10% dextran sulphate, RNase) with primary Oligopaint probe set (200 pmol for heterochromatin and 300 pmol for euchromatin probes) for 30 min at 80 °C, and then at 37 °C overnight. After primary probe hybridization, two 30 min washes in 2x SSCT/50% formamide were performed at 37 °C. In a case secondary probe was used, secondary hybridization was performed between those two washes for 30 min in 2x SSCT/50% formamide with 300 pmol of secondary probe at 37 °C. The washes were continued in 2x SSCT/20% formamide for 10 min at RT, and with three rinses in 2x SSCT. The embryos were stained with Hoechst 33342 (Invitrogen), washed in 2x SSCT for 10 min at RT, quickly rinsed in 2X SSC, and mounted in SlowFade Gold antifade mountant (Invitrogen). Images were taken using a Zeiss LSM780 laser scanning confocal microscope with a ×63 oil NA 1.40 lens at 1024 × 1024 resolution.

### Analysis of FISH signals

The analysis was performed by manually examining each section of Z-stack with the Zeiss ZEN Software. Distance in 3D space between two FISH signals was measured using the Ortho-distance function in the Zeiss ZEN Software. Two homologs were considered paired if 3D distance between centers of two FISH signals was ≤0.8 μm or there was only one FISH signal.

### Generation of Zld-depleted embryos

The *UAS-shRNA-zld*^41^ virgin females were crossed to the maternal triple driver Gal4 (*MTD-Gal4*, the Bloomington stock number 31777) males. The F1 heterozygous females *UAS-shRNA-zld* /*MTD-Gal4* were then mated to their sibling males, and the F2 Zld-depleted embryos were collected, and fixed as described in the section FISH in embryos. The control embryos were obtained using the same crossing scheme just by replacing the *MTD-Gal4* with the wild-type Canton S males. To validate that embryos were of the correct genotype, a small aliquot (~500 embryos) was inspected under microscope for both Zld-depleted and control samples.

### The construction of F1 diploid *Drosophila* genome

We sequenced the two inbred parental *Drosophila* lines (DGRP-057 and DGRP-439) together with the hybrid PnM cell line^31^ at the average coverage of 118, 117, and 396 reads per base pair, respectively^64^. We then detected the sequence variation of these three libraries using *bcftools*. In summary, we obtained high-quality normalized sequence variants as following:

1. Trimmed low-quality sequences with seqtk trimfq, aligned whole-genome paired-end reads against the reference dm3 genome using BWA mem, and removed aligned PCR duplicates with samtools –rmdup.
2. Piled alignments up along the reference genome with bcftools pileup –min-MQ 20 –min-BQ 20.
3. Called raw sequence variants from the pileups with bcftools call.
4. Normalized raw sequence variants with bcftools norm.
5. Selected only high-coverage high-quality normalized sequence variants using bcftools filter INFO/DP > 80 & QUAL > 200 & (TYPE = “SNV”|IDV > 1).

We then phased heterozygous PnM variants using bcftools isec. We picked high-confidence variants on the maternal autosomes by selecting heterozygous PnM variants that were present among maternal DGRP-057 variants and absent among paternal DGRP-439 sequence variants (both homo- and heterozygous); the high-confidence paternal variants phasing was selected in an opposite manner.

Since PnM is a male line, for the maternal copy of chrX in F1 embryos, we considered only homozygous high-quality variants detected in the PnM cell line. To reconstruct the consensus sequence of the paternal copy of chrX in F1 embryos, we kept only homozygous variants detected in the paternal DGRP-439 *Drosophila* line.

Finally, we reconstructed the sequence of the F1 embryos with samtools consensus, using (a) the homozygous autosomal PnM SNVs, (b) the heterozygous phased autosomal PnM SNVs, and (c) the homozygous maternal chrX PnM SNVs as well as the homozygous SNVs detected in the paternal DGRP-439 *Drosophila* line.

### Mapping and parsing

We started with sequences of Hi-C molecules and trimmed low-quality base pairs at both ends of each side using the standard mode of *seqtk trimfq* v.1.2-r94 (https://github.com/lh3/seqtk). Then we mapped the trimmed sequences to the reference dm3 genome or the constructed dm3-based F1 diploid genome using *bwa mem* v.0.7.15^65^ with flags -SP.

We then extracted the coordinates of Hi-C contacts using the *pairtools parse* command line tool (https://github.com/mirnylab/pairtools). We only kept read pairs that mapped uniquely to one of the two homologous chromosomes and removed PCR duplicates using the standard mode of the *pairtools dedup* command line tool.

### Contact frequency (P(s)) curves

We used unique Hi-C pairs to calculate the functions of contact frequency P(s) *vs* genomic separations. We grouped genomic distances between 10 bp and 10 Mb into ranges of exponentially increasing widths, with 8 ranges per order of magnitude. For every range of separations, we found the number of observed *cis*- or *trans*-homolog interactions within this range of separations and divided it by the total number of all loci pairs separated by such distances.

We used a similar technique to quantify the degree of coalignment of chromosomal arms due to Rabl configuration (Fig. 3h). Specifically, the Rabl configuration increased the contact frequency between pairs of loci located at the same relative positions along different chromosomal arms. We characterized this tendency by calculating a P(s) on *trans*-heterolog maps, where we calculated the position mismatch as *s* = *x*_1_ − *x*_2_/*L*_2_ ×*L*_1_, where *x*_1_ and x_2_ were the distances from each locus to the centromere and L_1_ and L_2_ were the lengths of the two chromosomal arms.

### Estimating the rate of Hi-C byproducts

Each Hi-C dataset contains non-informative byproducts, i.e. sequenced DNA molecules that originate from a single DNA fragment, and thus do not carry any information on chromatin conformation (unlike informative Hi-C molecules that form via a ligation of two spatially proximal DNA fragments and capture a spatial contact) (Supplementary Fig. 3a, b). The two well-known types of Hi-C byproducts are: (i) unligated DNA fragments (termed “dangling ends”) and (ii) self-ligated DNA fragments (“self-circles”)^37^.

“Dangling ends” are small pieces of intact unligated DNA that passed through all selection steps of the Hi-C protocol and ended up in the library of sequenced molecules (Supplementary Fig. 3b). “Dangling ends” appear as *cis* read pairs at s ~100–1000 bp (such molecules are left in the library after the size selection step of the Hi-C protocol), with the direction of the two reads of a read pair pointing towards each other along the reference genome.

“Self-circles” are pieces of DNA whose ends were ligated to each other and the resulting circular DNA had a break in another location, producing a linear piece of DNA (Supplementary Fig. 3b). “Self-circles” also appear in *cis*, but at longer separations, up to a few kb (this distance depends on the frequency of the restrictions sites along the genome) and the resulting paired read orientations point away from each other along the reference genome^37^.

Because both of these types of byproducts were characterized by their narrow range of genomic separations and a specific mutual orientation of the paired end reads (Supplementary Fig. 3b), their abundance was estimated using P(s) curves for four possible combinations of the directionality of paired read ends (Supplementary Figs 3c and 4a). In such plots, “dangling ends” produced a characteristic 100 × −1000x enrichment of inward read pairs below 1 kb separation and “self-circles” produced a weaker enrichment of outward read pairs at separations up to 10 kb, though their amount and typical genomic separation seemed to vary greatly between different experimental protocols (Supplementary Figs. 3c and 4a)^37^.

During the work on this manuscript, we also discovered a third, previously undescribed type of a Hi-C byproduct. We found that the read pairs that aligned to the same genome strand (i.e. same-strand read pairs) were enriched at *s* < 500 bp. Upon closer examination, we found that such short-distance same-strand read pairs shared a similar unique pattern: while one of the two reads were typically fully aligned to some locus on the genome, the other read would split into two fractions, which would align to different locations. The inner, 3′ fraction mapped in *cis*, downstream and opposite to the read on the first side (as in a “dangling end”); while the outer, 5′ fraction overlapped the inner fraction, but went into the opposite direction (Supplementary Fig. 3d). This non-trivial alignment pattern suggested a scenario, where, during some stage of the Hi-C protocol, a DNA molecule formed a hairpin and was extended using itself as a template (Supplementary Fig. 3e). During the work on this manuscript, this type of a Hi-C byproduct was independently reported and thoroughly characterized in^66^, who dubbed it as “hairpin loops”. Another, older study reported formation of similar hairpin loops in whole-genome sequencing of ancient DNA^67^.

The mechanism by which such “hairpin loops” form remains to be firmly established. Golloshi et al.^66^ proposed that these “hairpin loops” were formed during the end repair stage of the Hi-C protocol via self-annealing of a pre-existing microhomology region followed by an elongation by the T4 polymerase.

If this hypothesis was true, then “hairpin loops” should form with equal probability on all Hi-C molecules, regardless of the orientation and relative location of the ligated fragments, as well as on “dangling ends” and “self-circles”. The enrichment in short distance same-strand read pairs would then be most likely due to formation of “hairpin loops” on “dangling ends”, which is a highly enriched substrate. Importantly, we can still identify the ligated fragments even in Hi-C molecules with “hairpin loops”. First, the extra base pairs introduced by a “hairpin loop” map to the same location as the substrate (albeit at the opposite direction) and their alignment can serve as a proxy for the location of the substrate. Second, provided a sufficient long read length, we can simply ignore these extra pairs and instead align the inner fraction of the Hi-C molecule, which served as a substrate for the “hairpin loop”. Thus, “hairpin loops” represent the most benign type of a Hi-C byproduct and their presence does not significantly reduce the number and identity of contacts extracted from a Hi-C library.

We produced an upper estimate of the amount of byproduct types in our sample, assuming that the true P(s) followed that of the same-strand read pairs at *s* > 1 kb, and was constant at s<1 kb. Using this assumption, we found that “dangling ends” constituted 39.5% of mapped and phased reads in our Hi-C librarys, “self-circles” were 0.3%, and “hairpin loops” formed from “dangling ends” made up 2.9% of the library.

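With a flat same-strand contact frequency below 1 kb, dangling ends were 67.7% ± 2.25 (SD, n = 2) of the deposited pairs on the 5 large arms. Self-circles were 0.445% ± 0.0043 and hairpin loops 4.40% ± 0.086. With the frequency held flat below 2 kb, self-circles moved most, to 0.586% ± 0.0027.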

### Binning and balancing of Hi-C data

We aggregated unique Hi-C pairs into genomic bins of 1 kb and larger, using the cooler package (https://github.com/mirnylab/cooler). Low signal bins were excluded prior to balancing using the MADmax filter: we removed all bins, whose coverage was 7 genome-wide median deviations below the median bin coverage. Additionally, we removed all *cis*- and *trans*-homolog contacts at separations below 3 kb, since these reads pairs were dominated by non-informative Hi-C artifacts, unligated DNA fragments and ligation sites formed via self-circularization of DNA fragments^68^. We then balanced the obtained contact matrices via iterative correction (IC), i.e. equalized the sum of contacts in every row/column to 1.0.

We calculate observed/expected contact frequency maps (often abbreviated as O/E CF) in *cis* and *trans*-homolog by dividing each diagonal of an IC contact map by its chromosome-wide average value over non-filtered genomic bins.

### The definition of homolog misassignment

When we aligned a read to a diploid genome, we assigned to it three bits of information: which pair of homologous chromosomes this read originated from; the allele, *i.e*. which of the two homologs it originated from, and its location along the chromosome. Importantly, we could assign the allele (or, the homolog) to a read only if it overlapped some sequence that is unique to one homolog, i.e. if it overlapped a SNV; otherwise, it was impossible to tell which of the two homologs the read originated from.

Even in the *Drosophila* and mouse models with the highest density of SNVs, the sequences of the two homologous chromosomes were still highly similar and contained only one SNV per 100–200 bp. Because of that, the majority of read pairs (150 bp) lacked allele assignment on one or both sides; and the allele assignment for the rest of pairs was based on one or a few SNVs, and thus was prone to errors.

### Sources of homolog misassignment

The errors in allele assignment (below, homolog misassignment, HM) occur for two reasons: (A) due to an error in the sequence of the read, or (B) due to an error in the sequence of the genome. Below we discussed how such errors lead to HM. Also, note that we only discussed the case where diploid genome sequences only contained SNVs and did not analyze the effect of insertions, deletions and duplications.

(A) The type and rate of sequencing errors varies highly among different sequencing platforms^69^. In the case of the most popular short-read platform, Illumina, sequencing errors typically lead to substitutions at the rate around 0.1% per base pair^69^. Such a substitution could occasionally lead to a HM, if it occurs at a SNV site and the erroneously called base pair by chance matches the other SNV allele.
(B) Some types of errors in the sequence of a diploid genome may lead to HM. The possible cases are:
  (B1) an error at a site without a SNV (e.g. the true sequence is A in both alleles, which we wrote as A-A, but in the genome database it is T-T)—in this case, reads coming from either homolog would contain a mismatch with the database. Such error does not lead to HM.
  (B2) a missing SNV (e.g. true A-T, but in the database it is A-A). Such an error leads to mapping imbalance, *i.e*. reads from the homolog with the correct sequence would get mapped, while the reads from a homolog with a sequence error will be dropped. A missing SNV does not lead to HM.
  (B3) a false positive SNV (e.g. true A-A, database A-T). In this case, reads from both homologs will be assigned to the same allele (the one matching the true sequence). A false positive SNV error leads to both HM and mapping imbalance.
  (B4) an erroneous SNV (e.g. true A-T, database A-C). In this case, reads from the homolog containing an error will not be mapped, which will produce mapping imbalance. An erroneous SNV does not lead to HM.
  (B5) missing heterozygosity of an SNV allele. Samples derived from populations of organisms can contain heterozygous SNVs, *i.e*. different organisms within the population may contain different base pairs at the same location on the same homolog. The issue, however, is that genomic databases can store only one allele per homolog (below, referred to as a “known” allele), while the other alleles become ignored (referred to as “unknown” alleles) (note that this issue can be solved by using graph genomes, which can store multiple overlapping variants per position^70^). The effects of heterozygosity on mapping depends on the nature of “known” and “unknown” alleles on the two homologs:
  (B5.1) non-overlapping “known” and “unknown” alleles, when all alleles of one homolog are different from the allele on the other homolog (e.g., true A/C-T, database A-T). This scenario leads to a partial mapping imbalance, because the reads containing the “unknown” allele do not get mapped. This does not lead to HM.
  (B5.2) overlapping “known” and “unknown” alleles, when the “unknown” allele on one homolog is the same as the “known” allele on the other homolog (e.g. true A/T-T, database A-T). This scenario leads to HM, because all reads containing the “unknown” allele will be interpreted as containing the “known” allele from the other homolog. Also, this scenario leads to a mapping imbalance.

### Misassigned *cis* pairs can contaminate *trans*-homolog signal

HM is particularly problematic for studying the *trans*-homolog contact patterns. If we would assign a wrong homolog to one side of a *cis* Hi-C pair, we would misinterpret this pair as a *trans*-homolog contact.

Given that *trans*-homolog contacts in our sample were much less frequent than *cis* ones, even a small probability of HM could lead to a significant contamination of the *trans*-homolog contact map. Note, that a cross-contamination between the *cis* maps of the two homologs was much less likely, since it required simultaneous HM on both sides of a Hi-C pair.

### Estimating homolog misassignment using Hi-C byproducts

The observed *trans*-homolog read pairs thus was a mixture of “true” *trans*-homolog contacts and *cis* pairs with a misassigned homolog on one side. For P(s) curves, this could be expressed as:

1 $${\mathrm{P}}_{trans - {\mathrm{homolog}}}\left( s \right)^{{\mathrm{obs}}} = \left( {1 - \mathrm{P}_{{\mathrm{HM}}}} \right) \ast {\mathrm{P}}_{trans - {\mathrm{homolog}}}\left( s \right)^{{\mathrm{true}}} + \mathrm{P}_{{\mathrm{HM}}} \ast \mathrm{P}_{{\mathrm{cis}}}\left( \mathrm{s} \right),$$

where P_*trans*-homolog_(s)^obs^ was the P(s) curve for the observed *trans*-homolog contacts, P_*trans*-homolog_(s)^true^ was that for the *true trans*-homolog contacts (*i.e*. Hi-C *trans*-homolog pairs that represented a true *trans*-homolog ligation) and P_*cis*_(s) was P(s) for *cis* contacts, and P_HM_ was the probability of HM. Here, the probability of HM was defined per paired read (*i.e*. the probability per side is a P_HM_/2); we assumed that each Hi-C pair had the same chance to get an erroneously assigned homolog, regardless of its genomic separation or orientation, *i.e*. that HM probability was the same for all Hi-C pairs. We also accounted for HM in *trans*-homolog read pairs, which were falsely interpreted as *cis* ones.

Estimating the probability of HM in a mapped Hi-C library was a challenging task. A priori, for any given *trans*-homolog read pair, we cannot tell if it was produced by a true *trans*-homolog ligation, or it resulted from HM of a *cis* pair. However, we could reduce the relative amount of homolog-misassigned pairs by increasing the stringency of homolog assignment. For that purpose, we selected pairs where both sides overlapped at least two or three SNVs and where read alignments had no mismatches with respect to the reference genome. We reasoned that, for such pairs, HM was less likely, since it required simultaneous errors at multiple SNVs.

For pairs with 2 + SNVs on each side, the shape of P_*trans*-homolog_(s) changed at separations <1 kb: the ~10-fold enrichment of *trans*-homolog inward pairs at s < 1 kb that was present in unfiltered data (Supplementary Fig. 4a), was greatly reduced after increasing the stringency of homolog assignment (Fig. 2c and Supplementary Fig. 4b). We tried increasing the stringency of homolog assignment further by requiring 3 + SNVs on each side, but this did not change the shape of P_*trans*-homolog_(s) (Supplementary Fig. 4c). This observation suggested that the homolog-misassigned *cis* pairs did not significantly contribute to P_*trans*-homolog_(s) for pairs with 2 + SNVs. Conversely, decreasing the accuracy of homolog assignment by remapping our data to less accurate DGRP SNV annotations (see Supplementary Note 1), increased the abundance of observed short-distance inward *trans*-homolog pairs (Supplementary Fig. 4d). We concluded that the enrichment of short-distance inward *trans*-homolog pairs was due to homolog-misassigned inward *cis* pairs.

Inward *trans*-homolog pairs at *s* < 1 kb were particularly sensitive to contamination by homolog-misassigned *cis* pairs, because at these separations and directionalities *cis* pairs were the most abundant (>10^4^ more abundant that *trans*-homolog pairs of other directionalities) due to “dangling ends”. Thus, even rare HM at a probability as low as ~10^−4^ would generate enough false *trans*-homolog pairs to match the true signal, and thus change the shape of inward P_*trans*-homolog_(s) at *s* < 1 kb. Thus, the ratio of P_*trans*-homolog_(s)/P_*cis*_(s) for inward pairs at short separations could be used as an upper estimate for the probability of HM:

2 $${\mathrm{P}}_{{\mathrm{HM}}} \le < {\mathrm{P}}_{trans - {\mathrm{homolog}}}\left( \mathrm{s} \right)^{{\mathrm{inward}}}/{\mathrm{P}}_{cis}\left( \mathrm{s} \right)^{{\mathrm{inward}}} > _{300{\mathrm{bp}} < {\mathrm{s}} < 600{\mathrm{bp}}},$$

where <…>_300bp<s<600bp_ was the geometric mean around the range of separations between 300 bp and 600 bp, corresponding to the “dangling end” peak of P_*cis*_(s).

Using this approach, we estimated the HM probability in our data at ~0.17% (Fig. 2d). Importantly, this was an *upper* estimate, since not all of the *trans*-homolog inward pairs at s < 1 kb were homolog-misassigned *cis* pairs. Finally, given this probability, misassigned *cis* contacts (the second term in Eq. (1)) made up only 5% of detected *trans*-homolog contacts at s~1 kb separations (Fig. 2e) and even less at larger separations.

### Analysis of published haplotype-resolved mouse Hi-C data

We tested our Ohm approach to haplotype-resolved Hi-C using data from two published haplotype-resolved Hi-C studies on mice^25,26^.

For mapping, we reconstructed two sets of diploid genomes (Black6 x DBA/2J and Black6 x PWK/PhJ) using SNVs from the Mouse Genome Project^71^. The genome of Black6 parental mouse line did not require reconstruction, since it served as the basis for the reference mm10/GRCm38 genome. We reconstructed consensus genomes with bcftools consensus, using only homozygous SNVs that passed the quality control. We then mapped the publicly available sequenced Hi-C libraries to the diploid genomes (Black6 x DBA/2J for^26^ and Black6 x PWK/PhJ for^25^) and extracted the positions of Hi-C contacts using the same approach as for our *Drosophila* data. For contact maps, we only used Hi-C pairs overlapping 2 + SNVs on each side. We did not perform IC on the produced contacts maps due to their sparsity. Non-ICed raw contact maps have to be interpreted with a degree of caution, since they are affected by the variation of sequencing visibility of loci due to an uneven distribution of SNVs, GC content, amount of open chromatin, etc.

In a naive interpretation, a decay of *trans*-homolog contact frequency P_*trans*-homolog_(s) with distance s is indicative of homolog pairing, since it means that pairs of loci in homologous positions make more contacts than loci in non-homologous positions. However, such decay can also be observed in samples without pairing, but due to severe contamination of *trans*-homolog contacts by homolog-misassigned *cis* pairs. To interpret the curves of *trans*-homolog contact frequency P_*trans*-homolog_(s), we compared them to a negative control, no-pairing curves P_*trans*-homolog_(s)^no-pairing^, which described the expected amount of observed *trans*-homolog contacts in samples without pairing, but in presence of HM. P_*trans*-homolog_(s)^no-pairing^ could be derived from Eq.(1) assuming P_*trans*-homolog_(s)^true^ = const:

3 $${\mathrm{P}}_{trans - {\mathrm{homolog}}}\left( s \right)^{{\mathrm{no}} - {\mathrm{pairing}}}\sim {\mathrm{avg}}.{\mathrm{cross}} - {\mathrm{parent}}\,trans - {\mathrm{heterolog}}\,{\mathrm{CF}} + \mathrm{P}_{{\mathrm{HM}}} \ast \mathrm{P}_{cis}\left( s \right),$$

here, we could estimate P_HM_ using Eq. (2).

Thus, in order to claim that a sample had homolog pairing, we had to observe significantly more contacts than that predicted by P_*trans*-homolog_(s)^no-pairing^, at least in some range of separations.

### Analysis of published Hi-C data from *Drosophila* embryos

To compare our data with other studies on the structure of chromosomes in *Drosophila* embryos, we re-analysed the publicly available Hi-C dataset from^33^ using the same methods as we used for our own data.

### Pairing score

To characterize the degree of pairing between homologous loci across the whole genome, we introduced a genome-wide statistics track called *pairing score (PS)*. The PS of a genomic bin is log_2_ of average *trans*-homolog IC contact frequency between all pairs of bins within a window of ±W bins. For each genomic bin i, its pairing score with window size W was defined as:

4 $${\mathrm{PS}}^{\mathrm{W}}\left( {\mathrm{i}} \right) = {\mathrm{log}}_2 < {\mathrm{CF}}_{{\mathrm{m}},{\mathrm{n}}} > ,$$

averaged over bins *m* and *n* between i-W-th and i + W-th genomic bins on different homologs of the same chromosome.

Importantly, under this definition, the PS quantified only contacts between homologous loci and their close neighbors and did not quantify pairing between non-homologous loci on homologous chromosomes.

The choice of the window size W was guided by the balance between specificity and sensitivity. Using a bigger window increased sensitivity, accumulating contacts across more loci pairs, while smaller windows increased specificity, allowing to see smaller-scale variation of homolog pairing; empirically, we found that, for our contact maps binned at 4 kb resolution, using a 7 × 7 bin window (*W* = 3) provided the optimal balance between specificity and sensitivity.

A close examination of the PS track revealed two important features: (i) the *Drosophila* genome was divided into regions that demonstrate consistently high, relatively similar, values of PS, followed by extended regions where PS dipped into lower values, (ii) switching between high- and low-PS regions seemed to occur around insulating boundaries.

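Over 25512 bins of the 5 large arms, the pairing score had a median of -9.85, a 5th percentile of -11.96 and a 95th percentile of -8.43. Scores of the replicates had a Spearman correlation of 0.504 over 24694 bins, which are not independent. On 2R from 16 to 18 Mb, the region of Fig. 4a, the score ranged from -13.34 to -8.78. The 38 trans-homolog boundaries of that region had a median of -9.69, and its 191 interior bins had a median of -9.91.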

### Insulation scores

For every bin of a contact map binned at 4 kb resolution, we calculated the insulation score as the total number of normalized and filtered contacts formed across that bin by pairs of bins located on the either side, up to 5 bins (20 kb) away for Hi-C mapped to reference dm3 maps, and up to 10 bins (40 kb) away for haplotype-resolved Hi-C maps (see Supplementary Note 1). We then normalized the score by its genome-wide median. To find insulating boundaries, we detected all local minima and maxima in the log_2_-transformed and then characterized them by their prominence (Billauer E. peakdet: Peak detection using MATLAB, http://billauer.co.il/peakdet.html). The detected minima in the insulation score corresponded to a local depletion of contacts across the genomic bin, were then called as insulating boundaries. We found empirically that the distribution of log-prominence of boundaries had a bimodal shape, and we selected all boundaries in the high-prominence mode above a prominence cutoff of 0.1 for Hi-C mapped to the reference dm3 map, and a cutoff of 0.3 for haplotype-resolved Hi-C maps. We called the insulating boundaries in *trans*-homolog contact maps using the same technique, requiring a minimal prominence of 0.3. Finally, we removed boundaries that were adjacent to the genomic bins that were masked out during IC.

To estimate the similarity of insulating boundaries detected in the *cis* and *trans*-homolog contact maps, we calculated the number of overlapping boundaries. We allowed for a mismatch up to four genomic 4 kb bins (16 kb total) between overlapping boundaries to account for the drift caused by the stochasticity of contact maps. We reported average percentage of overlapping boundaries. For instance, the average fraction (73.9%) that overlapping boundaries between *cis* maternal and *cis* paternal boundaries occupied within *cis* maternal only (74.2%), and *cis* paternal only boundaries (73.7%). Similarly, for replicates, we calculated the average percentage of overlapping boundaries for *cis* maternal replicates (75.4%), and also for *cis* paternal replicates (71.1%), and then provided a mean of the two values (73.2%). 

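Of the cis maternal boundaries, 77.4% had a cis paternal boundary within 4 bins, and 73.2% of the cis paternal boundaries had a cis maternal one.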

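Boundaries called in each replicate alone were shared with the other replicate at 76.0% in the cis maternal maps and at 74.9% in the cis paternal maps, each a mean of both directions.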

In reference dm3 Hi-C contact maps, the percentage of overlapping boundaries between the two replicates reached 92.3%, suggesting that the lower reproducibility of haplotype-resolved boundaries is due to technical and not biological variation between the two replicates.

We estimated the significance of an overlap between two given boundary sets by comparing it to the overlap expected by chance alone, given the sizes of the two sets. We estimated the latter by calculating an overlap between two similarly-sized random subsets of genomic bins visible in our Hi-C maps. To estimate how significantly the observed overlap deviates from the random expectation, we repeated randomization 10 times and compared the random overlaps to the observed overlap using a t-test.

### ChIP-seq

We mapped the publicly available raw ChIP-seq data following the same procedure as used by the ENCODE consortium^72^, (https://github.com/ENCODE-DCC/chip-seq-pipeline). To calculate the number of overlapping ChIP-seq peaks, we re-sized all peaks to 1 kb around their centers and used pyBedTools to calculate peak intersections^73^.

To generate the tracks of Zld binding, we used ChIP datasets GSM1596215 and GSM1596219 and input datasets GSM1596216 and GSM1596220 from study GSE65441^41^. For Dl, we used ChIP datasets GSM1596223 and GSM1596227 and input datasets GSM1596224 and GSM1596228 from the same study GSE65441^41^. For GAF, we used ChIP datasets GSM614652 and input datasets GSM614653 and GSM614654 from study GSE23537^43^. For wild-type Bcd, we used ChIP datasets GSM1332670 and GSM1332671 and input datasets GSM1332672 and GSM1332673 from GSE55256^40^. For Bcd in *zld* mutants, we used ChIP datasets GSM1332674 and GSM1332675 and input datasets GSM1332676 and GSM1332677 from GSE55256^40^. Finally, for RNA Pol II, we used ChIP datasets GSM1596231 and GSM1596235 and input datasets GSM1596232 and GSM1596236 from GSE65441^41^.

### GRO-seq

We mapped the publicly available GRO-seq datasets (GSM1020093 and GSM1020094 from GSE41611^47^) using STAR^74^ following the same procedure as used by the ENCODE consortium, (https://github.com/ENCODE-DCC/long-rna-seq-pipeline/tree/master/dnanexus).

### Correlation analyses between the PS and ChIP or GRO-seq

The correlation analyses^75^ were performed by first dividing the genome into 10 kb bins. In each bin, the fraction of sequence occupied by the PS, the respective ChIP or GRO-seq signal was determined. Then, for each bin genome-wide correlations were calculated between the PS values and a ChIP or GRO-seq signal of interest. The strength of correlation was reported using Spearman correlation coefficients and corresponding P-values in two flavors, either for a pairwise comparison between two features, or as a part of analyses that examined whether the correlation between two features was affected by co-correlation with a third feature. The Spearman correlation coefficients were also displayed using a heatmap. Control regions consisted of the randomized PS or the binding profiles for Zld, Bcd, GAF, and Dl, where each respective feature was chunked into blocks of 200 kb size, that were randomly moved around.

### Correlation between the PS and Zld binding

To visualize the relationship between PS and Zld binding, we plotted the distribution of PS for genomic bins from each of the four quartiles of the genome-wide distribution of Zld ChIP-seq signal.

We then tested if the effects of Zld binding on chromatin conformation were correlated with the pairing status of loci. We re-analyzed the published Hi-C datasets on Zld depletion^33^ with the same computational methods as above and obtained normalized Hi-C maps at 4 kb resolution for WT and Zld-depleted embryos at nuclear cycle 14. Then, we calculated the change of the 20 kb-window insulation score upon Zld depletion, Δins^Zld^, and compared it to PS. For bins from each quartile of Zld ChIP-seq binding, we fitted the resulting 2D-distribution of Δins^Zld^ vs PS with a bivariate Gaussian. We then plotted the resulting Gaussians as ellipses corresponding to ±2 standard deviations from the mean along each of the independent axes of the distribution (i.e. Mahalanobis distance of 2).

### Sets of genes

We obtained target gene lists for AP and DV factors from MacArthur et al. (1% FDR dataset)^45^ and Zeitlinger et al.^44^. We retrieved locations of housekeeping genes from the Flybase by selecting genes with at least moderate expression level (RPKM > 11) across all assessed stages and tissues^33,46^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Source Data

## Data Availability

All raw sequencing data and extracted Hi-C contacts have been deposited in the Gene Expression Omnibus (GEO) repository under accession number “GSE121255 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121255]”. The publically available ChIP-seq and GRO-seq datasets were obtained using accession numbers provided in the Methods section. All other relevant data is available upon request. The source data underlying Fig. 1e and Supplementary Figs. 2a and 7d are provided as a Source Data file.

# Supplementary material for: The genome-wide multi-layered architecture of chromosome pairing in early Drosophila embryos
**Source:** Nat Commun. 2019 Oct 3;10:4486. doi: 10.1038/s41467-019-12211-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **The genome-wide multi-layered architecture of chromosome pairing in early *Drosophila* embryos**

Erceg *et al.*

## **SUPPLEMENTARY NOTE 1**

### **The choice of two parental *Drosophila* lines**

To ensure high quality and accuracy of variant calling, we used only those *Drosophila melanogaster* Genetic Reference Panel (DGRP) lines<sup>1</sup> whose sequence coverage with Illumina technology was at least 20x. Variant annotation for each fly line with at least 20x sequence coverage was extracted from Freeze 2 Release (<https://www.hgsc.bcm.edu/arthropods/drosophila-genetic-reference-panel;freeze2.bins.vcf.gz>), and a count of the number of SNVs against reference genome (VCFtools, `vcf --stats` function)<sup>2</sup> was annotated. We proceeded with the top 5 and bottom 5 ranked *Drosophila* lines by filtering their variant annotations to keep only homozygous SNVs, and then performed pairwise comparison (`vcftools --vcf DGRP-x_homSNV.vcf --diff DGRP-y_homSNVs.vcf`). Upon inspection of the output file from the pairwise comparison (`out.diff.site_in_files`), which contained information on both common and unique homozygous SNVs between two lines, we selected two parental lines, DGRP-057 and DGRP-439, that differed by most homozygous, fixed SNVs.

### **Calculation of insulation scores**

The tracks of contact insulation score were calculated using the package `cooltools insulation` (<https://github.com/mirnylab/cooltools>). The method used in the package was based on the algorithm described in<sup>3</sup>, and modified in<sup>4</sup>.

## SUPPLEMENTARY FIGURES

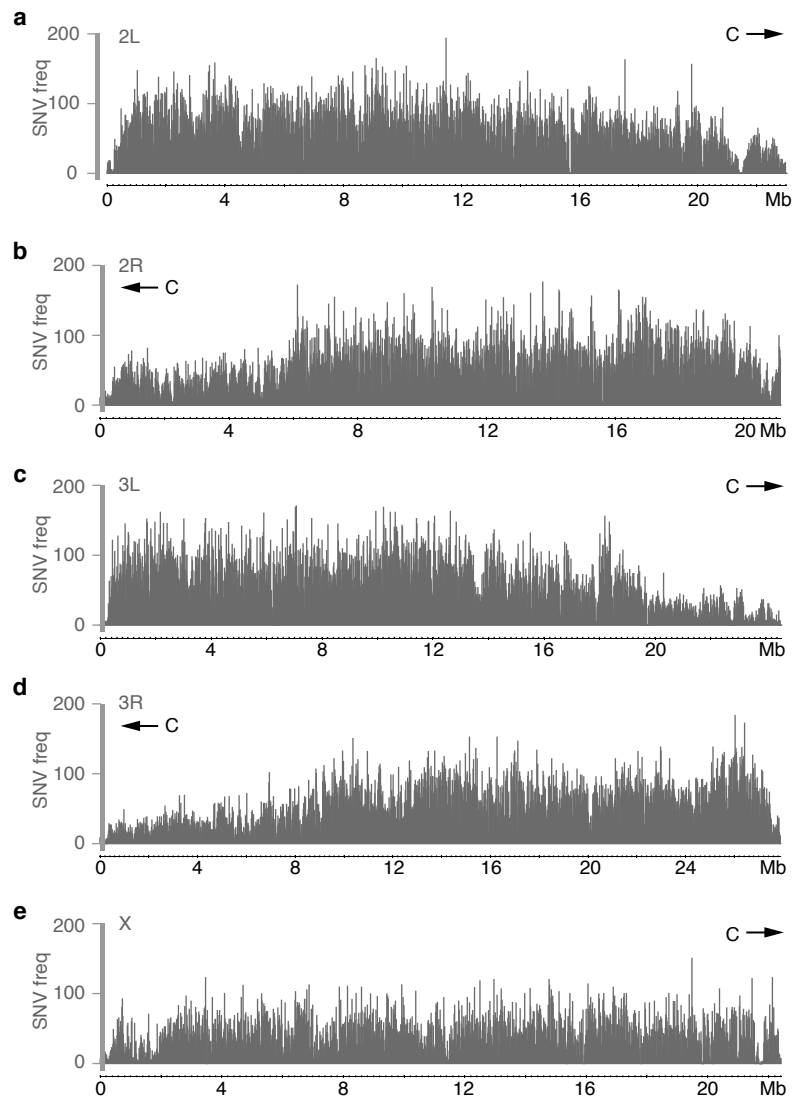

**Supplementary Fig. 1. Distribution of SNVs in the F1 hybrid *Drosophila*.**

**a-e,** The distribution of SNVs along 2L (a), 2R (b), 3L (c), 3R (d), and X (e) at 4 kb resolution. Note that the SNV frequency decreases in pericentromeric regions. Arrow points towards direction where centromere (C) should be located.

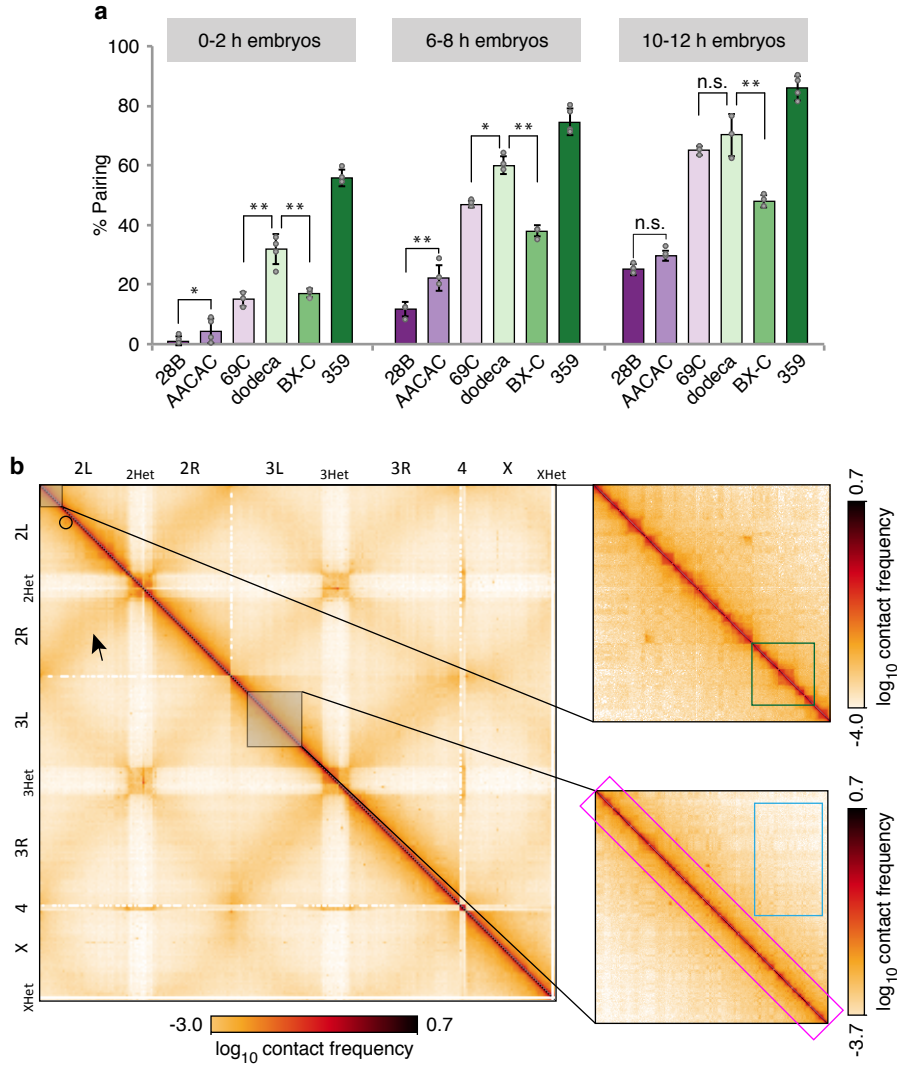

**Supplementary Fig. 2. Assessment of homolog pairing by FISH, and of Hi-C data quality in the F1 hybrid embryos.**

**a**, Levels of homolog pairing increase steadily as development progresses in the F1 hybrid embryos. Percentage of nuclei showing paired loci at the FISH targets from Fig. 2d in 0-2 h, 6-8 h, and 10-12 h embryos (error bars, standard deviation of at least 3 replicates;  $n \geq 100$  nuclei/replicate). Nuclei are considered paired nuclei when FISH signals are  $\leq 0.8 \mu\text{m}$  (center-to-center distance) apart. Pairing levels at heterochromatic targets are significantly higher than at euchromatic that lie on the same chromosome during 0-2 h, 2-4 h (Fig. 2e), and 6-8 h. However, later during development, at 10-12 h, levels become more similar (\* $P < 0.05$ , \*\* $P < 0.0001$ , n.s. not

significant; Fisher's two-tailed exact). Source data are provided as a Source Data file.

**b**, Genome-wide Hi-C map of the 2-4 h F1 hybrid embryos mapped to the reference dm3 genome. Greyed out boxes, zoomed-in views on 2L and 3L. Features such as central *cis* diagonal (pink box), domains (green box), plaid-patterned compartments (blue box), interaction peaks (circle), and contacts consistent with Rabl (arrow) are indicated. The maps were visualized using the HiGlass browser<sup>5</sup>.

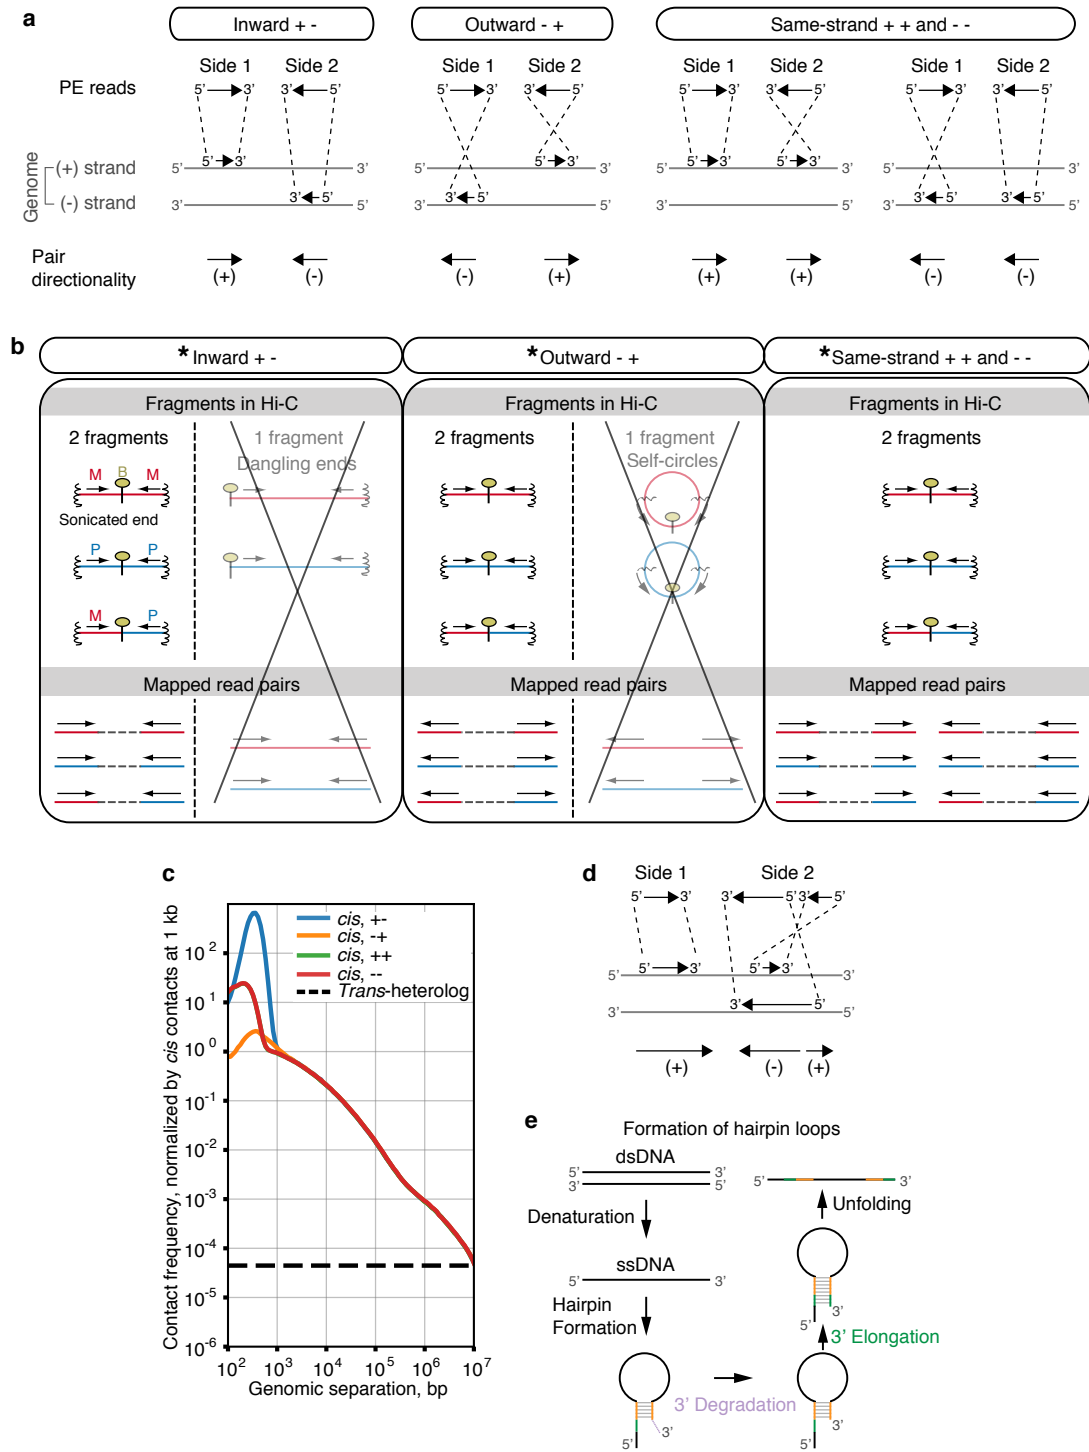

**Supplementary Fig. 3. The classification of Hi-C byproducts.**

**a**, Mapped read pairs can be classified based on relative locations and directions of both sides of a read pair into three types: inward, outward, and same-strand. **b**, As adapted from<sup>6</sup>, Hi-C byproducts manifest themselves as Hi-C pairs of a specific

directionality. These byproducts appear as inward or outward pairs, and should not appear in *trans* (crossed out) (asterisk, see Methods for other sources of contamination). Red, maternal (M); blue, paternal (P); yellow ellipse, biotin; wiggly vertical line, sonicated ends. **c**, Contact frequency plotted against genome separation using  $\leq 1$  SNV per read, and split by read pair directionality into inward, outward, and same-strand. **d**, A common mapping pattern of read pairs observed in our data, with one read fully aligned to one genomic locus, and the other side split into two alignments of opposite directionality. **e**, Formation of hairpin loops, as suggested to be the source of contamination among same-strand reads<sup>7,8</sup>. Upon denaturation, palindromic sequence of ssDNA (orange) may form hairpin structure. Unannealed 3' ends (purple) may be degraded, and refilled with sequence based on 5' end (green) during generation of the Hi-C library.

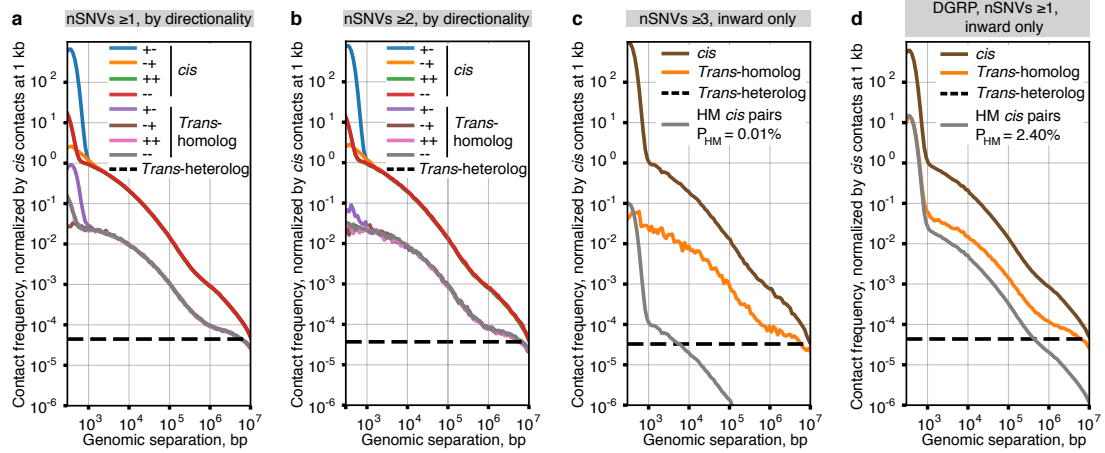

**Supplementary Fig. 4. Homolog misassignment depends on the number and quality of SNVs.**

**a-b**, Contact frequency plotted against genome separation, and split by read pair directionality to inward, outward, and same-strand for pairs containing at least **(a)** 1 SNV or **(b)** 2 SNVs per read. Requiring  $\leq 2$  SNVs per read removed a characteristic enrichment of inward *trans*-homolog contact frequency at  $s < 1$  kb, which suggested that this enrichment in unfiltered data was caused by homolog misassignment (HM) of *cis* pairs. **c**, Contact frequency for inward read pairs with at least 3 SNVs, with no sequence mismatches allowed ( $P_{HM} = 0.01\%$ ). **d**, Contact frequency for inward read pairs mapped using the DGRP SNV annotations<sup>1</sup> requiring at least 1 SNV per read ( $P_{HM} = 2.4\%$ ). **a-d**, Contact frequencies for chromosomes 2 and 3 normalized by *cis* contact frequency at 1 kb. Dashed black line, average *trans*-heterolog contact frequency;  $P_{HM}$ , probability of homolog misassignment.

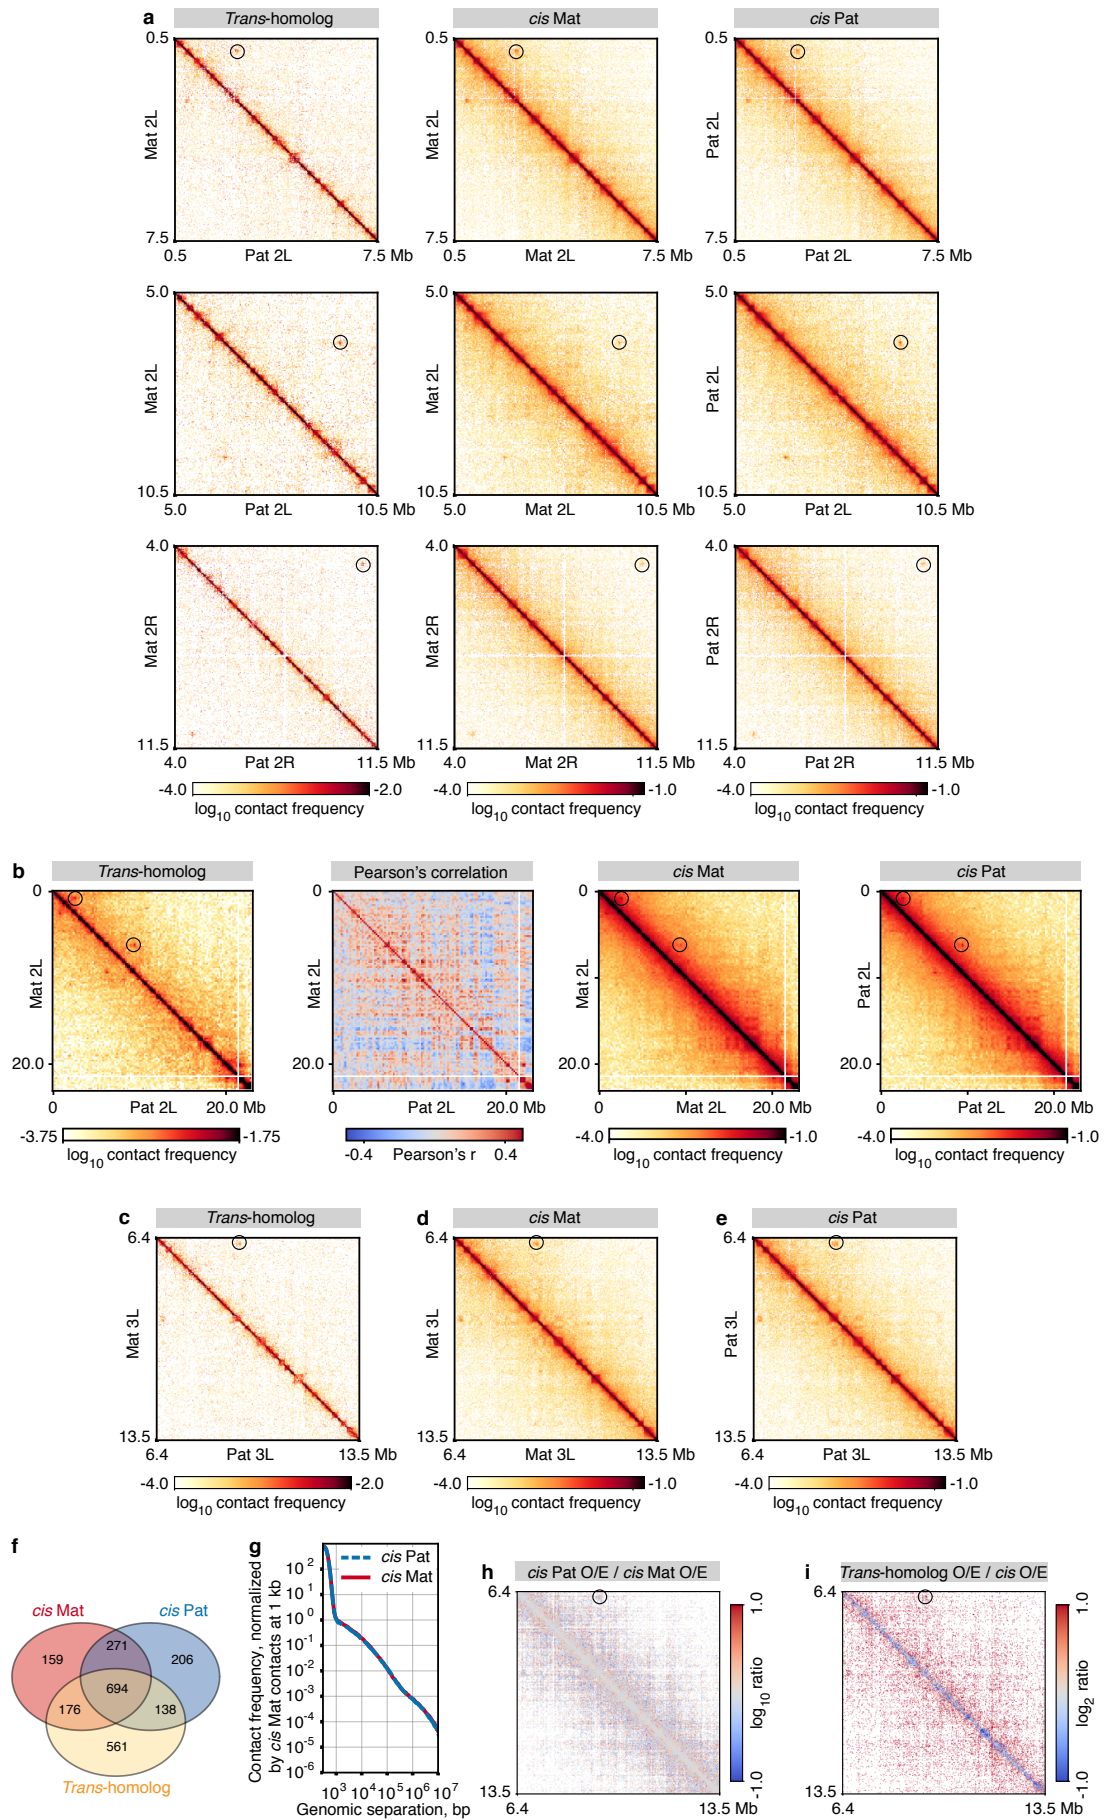

**Supplementary Fig. 5. Haplotype-resolved Hi-C maps suggest highly structured *trans*-homolog features resemble analogous *cis* features.**

**a**, *Trans*-homolog, *cis* maternal, and *cis* paternal maps showing interaction peaks on 2L and 2R. **b**, *Trans*-homolog map with the Pearson's correlation for the plaid-patterned *trans*-homolog compartments, including matching *cis* maternal and *cis* paternal maps on 2L. **c**, *Trans*-homolog, **d**, *cis* maternal, and **e**, *cis* paternal maps of matching ~7 Mb regions on 3L. **f**, Venn diagram shows the extent of overlap among *trans*-homolog boundaries, maternal and paternal *cis*-boundaries. **g**, Contact frequency plotted against genome separation for chromosomes 2 and 3 normalized by the *cis* maternal contact frequency at 1 kb. 

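Cis paternal over cis maternal contact frequency on chromosomes 2 and 3, set to 1 at 1 kb, had a lowest value of 0.940 ± 0.032 (SD, n = 2) and a highest value of 1.08 ± 0.012 over the separation ranges from 1 kb to 10 Mb. The lowest value was 0.917 without replicate 1 and 0.963 without replicate 2.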

Note that normalizing by the *cis* paternal contacts at 1 kb gave essentially the same result. **h**, The ratio of *cis* Pat/*cis* Mat Hi-C maps from d and e indicates the *cis* contact patterns of two homologs are highly concordant. **i**, The ratio of *trans*-homolog/average *cis* maps from c-e suggests that pairing resembles *cis* contacts, albeit with lower interactions in some regions (dark blue). **a-e**, **h-i**, Interaction peaks are encircled. The maps displayed (3L:6.4-13.5Mb) represent a zoomed-out from the maps (3L:9.85-11.6Mb) in Fig. 3i-m.

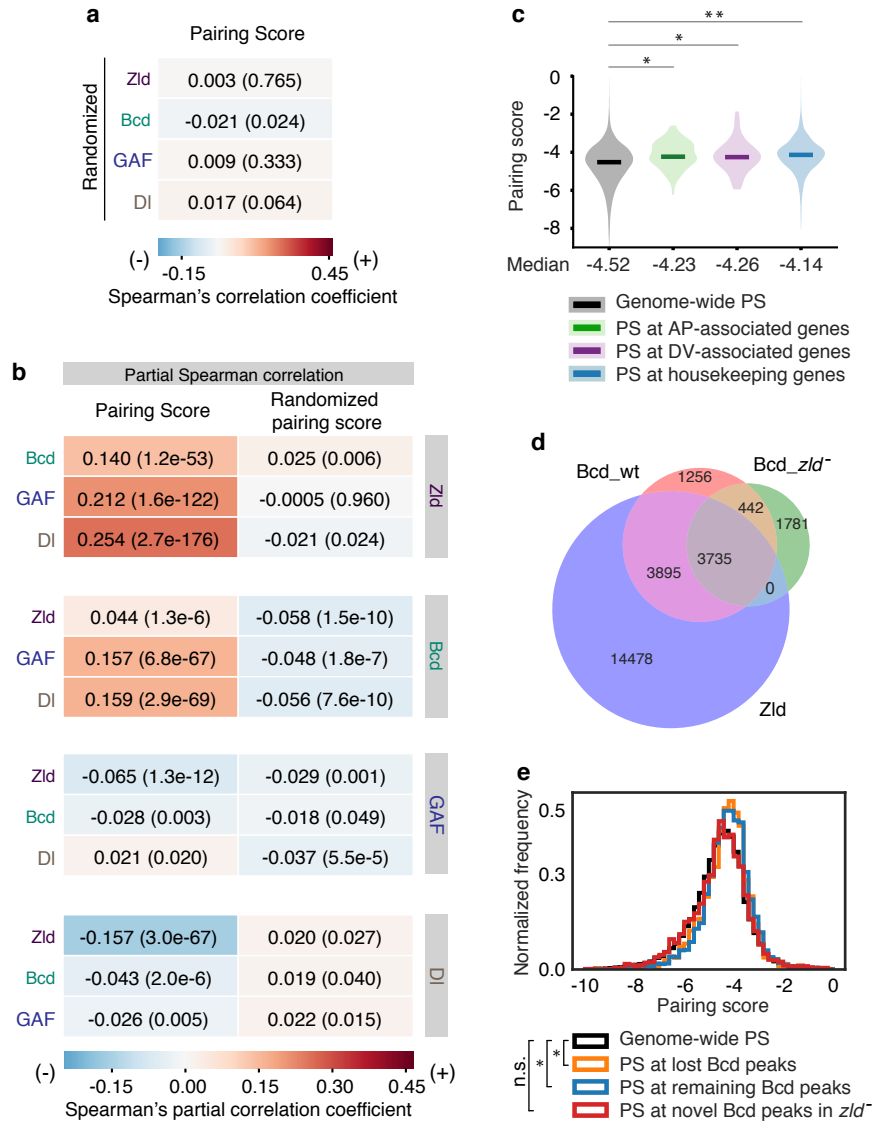

**Supplementary Fig. 6. Zld-mediated opening of chromatin affects Bcd's relation to pairing.**

**a**, Correlation analyses between the PS values and randomized 200 kb chunks of the binding profiles of Zld, Bcd, GAF, and DI as determined using pairwise Spearman correlation. Spearman correlation coefficients indicated in each box and by a heatmap; P-values in parentheses. **b**, Partial Spearman correlation analyses showing, for instance, whether the correlation between a feature in a column (the PS or random PS values) and the binding of Zld (grey box on the right side) is affected after removal of any contribution of features displayed in the rows, such as the binding of

Bcd, GAF, and Df. Similar to assessments pertaining to Zld, partial correlation analyses were performed for each of the other factors highlighted in grey boxes. Partial Spearman correlation coefficients indicated in each box and by a heatmap; P-values in parentheses. **c**, Distribution of PS values at genes associated with AP or DV patterning<sup>9,10</sup>, as well as at housekeeping genes<sup>11,12</sup> compared to the genome-wide PS values (\*P<1.90 × 10<sup>-2</sup>, \*\*P=8.18 × 10<sup>-84</sup>; Mood's median test; medians indicated with horizontal lines). **d**, Venn diagram shows the extent of overlap among peaks of Zld<sup>13</sup>, wild-type Bcd (Bcd\_wt)<sup>14</sup>, and Bcd in Zld-depleted embryos (Bcd\_zld)<sup>14</sup>. **e**, Distribution of Bcd peaks in Zld-depleted embryos relative to the PS values. Genome-wide PS represents the average pairing score over the genome. (\*P<1.21 × 10<sup>-68</sup>, n.s. not significant; Mood's median test).

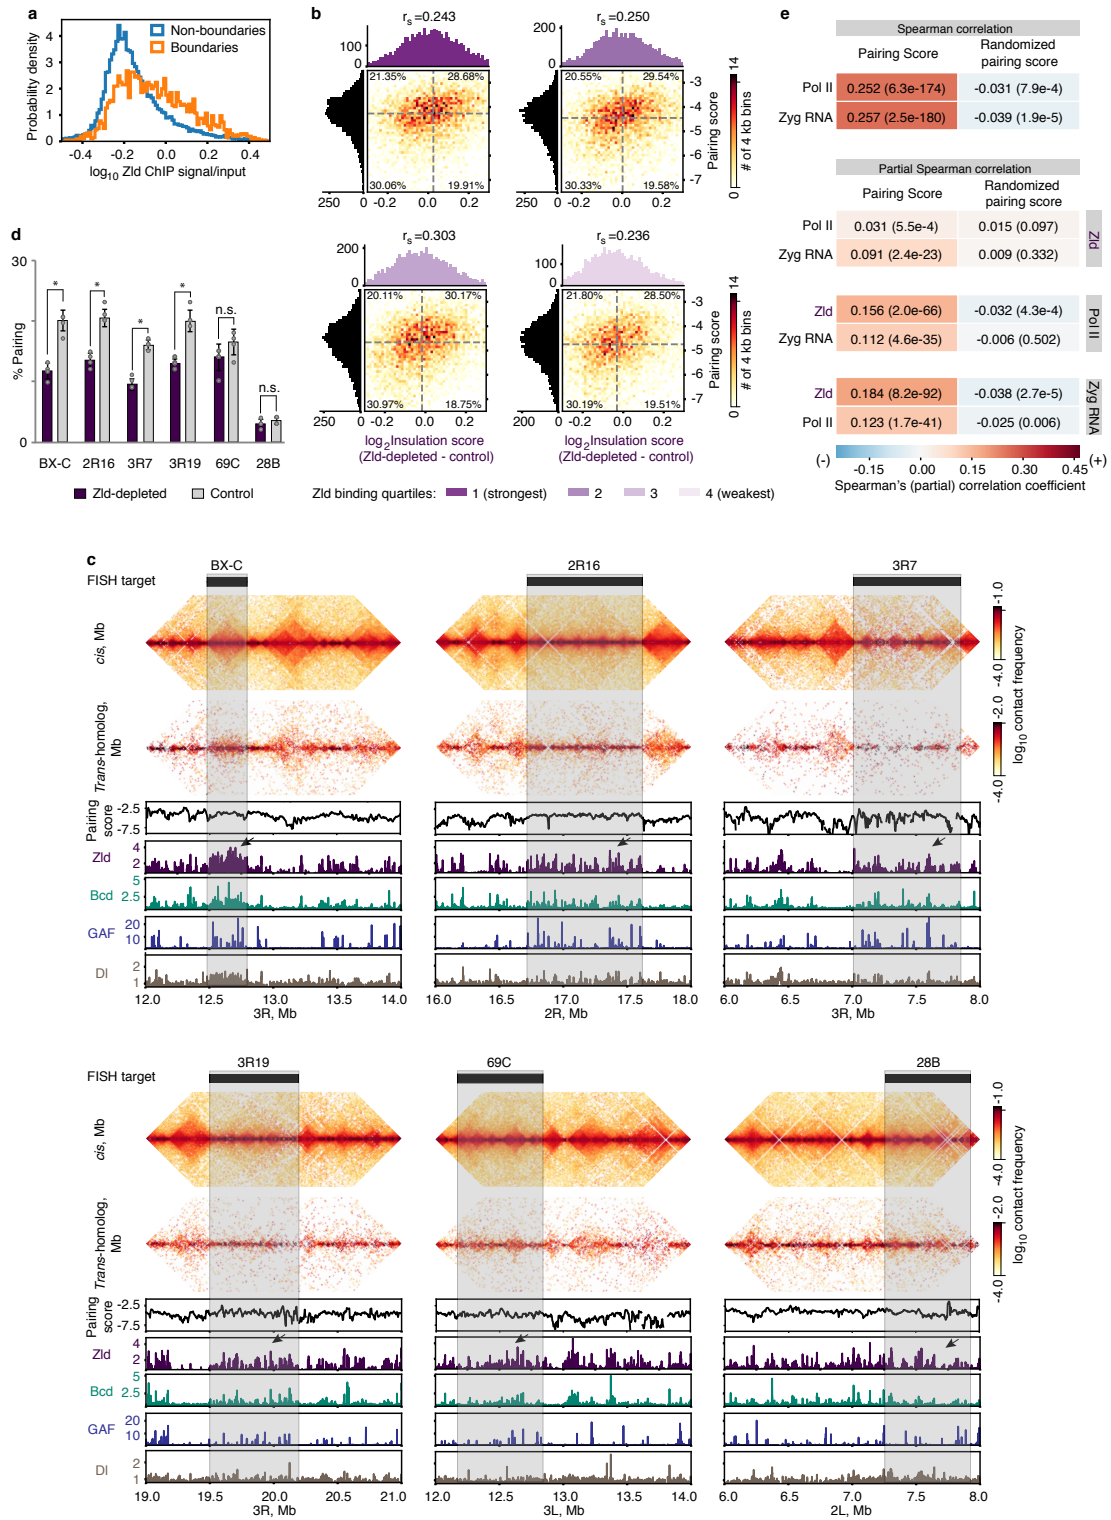

**Supplementary Fig. 7. Zld-dependent genome activation is associated with homolog pairing.**

**a**, Distribution of Zld signal suggests that domain boundaries are more likely to have strong Zld binding than non-boundaries ( $P < 10^{-10}$ , Mood's median test). **b**, Distribution of the difference in insulation scores between Zld-depleted and control nc14 embryos relative to the pairing score, stratified by the Zld binding quartiles (also depicted as fitted ellipses in Fig. 4d). Dashed lines, medians;  $r_s$ , Spearman's correlation coefficient. **c**, *Cis* (upper panels) and *trans*-homolog (second panels from the top) contact maps. Lower panels, pairing score (PS) calculated using a 28 kb window at 4 kb resolution (black), the ChIP-seq profiles of Zld (dark purple)<sup>13</sup>, Bcd (green)<sup>14</sup>, GAF (blue)<sup>15</sup>, and Df (brown)<sup>13</sup>. Grey boxes, locations of FISH targets; arrows, Zld signal at FISH targets. **d**, Percentage of nuclei showing paired loci for Zld-depleted and control embryos (cycle 14; error bars, standard deviation of at least 4 replicates;  $n \geq 100$  nuclei/replicate; \*,  $P < 2.56 \times 10^{-3}$ , n.s. not significant, Fisher's two-tailed exact). Source data are provided as a Source Data file. **e**, Correlation analyses. Spearman correlation: Analyses between the PS values and two features, the RNA Pol II binding<sup>13</sup> and nascent zygotic gene expression<sup>16</sup>, as determined using pairwise Spearman correlation. Control, randomized 200 kb chunks of the PS. Partial Spearman correlation: Given the role of Zld in chromatin opening and genome activation, the observed pairwise correlations with the PS values are influenced by co-correlation when controlling for other features, such as Zld, RNA Pol II, and nascent zygotic (zyg) gene expression. (Partial) Spearman correlation coefficients indicated in each box and by a heatmap; P-values in parentheses.

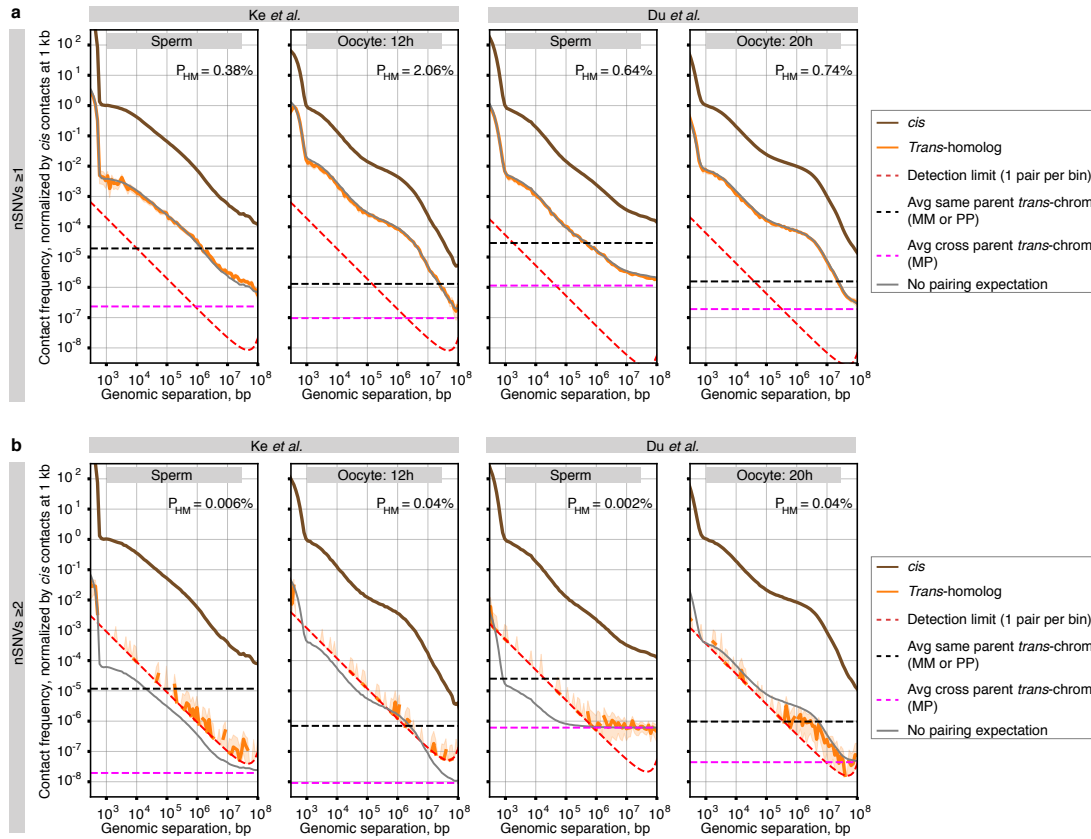

**Supplementary Fig. 8. A stringent filtering of haplotype-resolved Hi-C datasets from mouse gametes removes *trans*-homolog pairs.**

**a-b**, Contact frequency plotted against genome separation in Ke *et al.*<sup>17</sup> and Du *et al.*<sup>18</sup> gamete Hi-C datasets, requiring at least (a) 1 or (b) 2 SNVs per read. Shaded area, 95% confidence intervals calculated via Poisson resampling. Dotted lines, average *trans* contact frequency as a function of distance between the same parent of origin chromosomes (black; MM or PP), or between maternal and paternal chromosomes (pink; MP). Grey line, expected *trans*-homolog contact frequency as a function of distance without pairing, but in presence of homolog misassignment (HM). No sequence mismatches allowed for all read pairs. Maternal (M), and paternal (P) chromosomes.  $P_{HM}$ , probability of homolog misassignment.

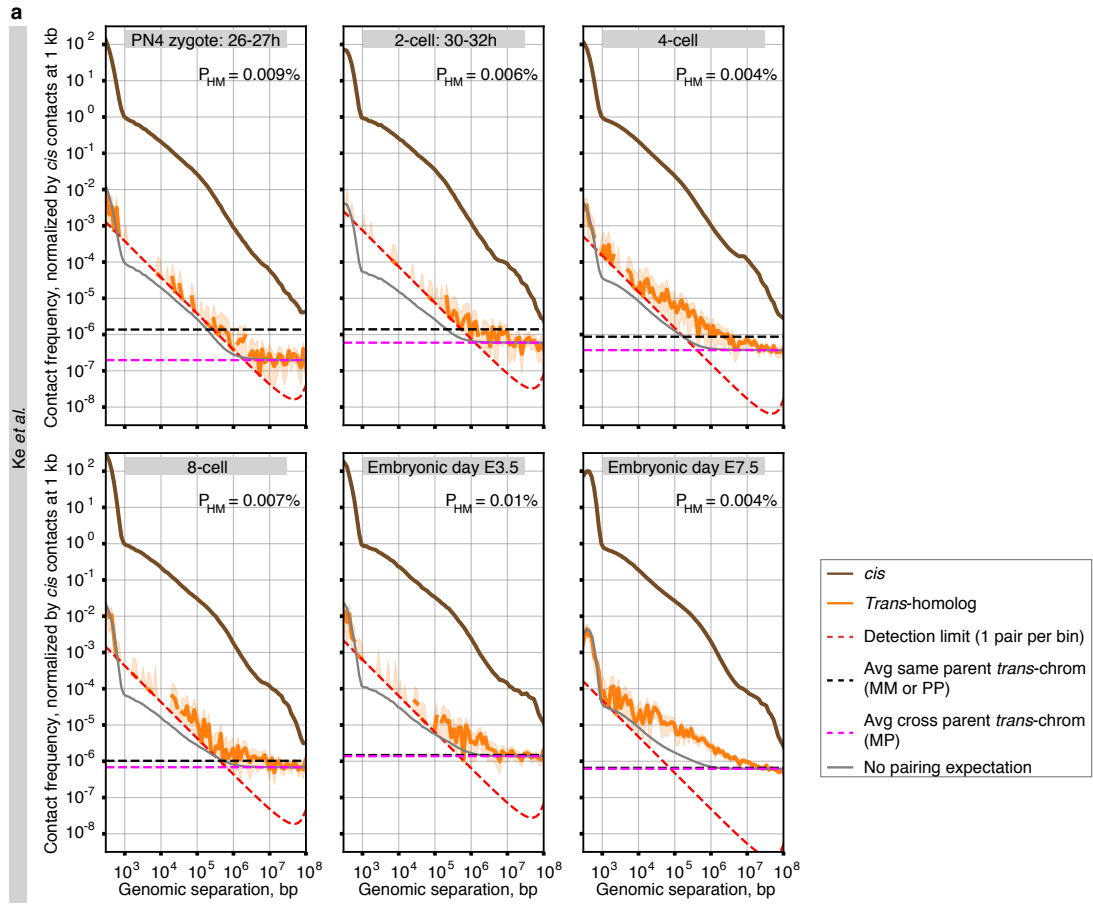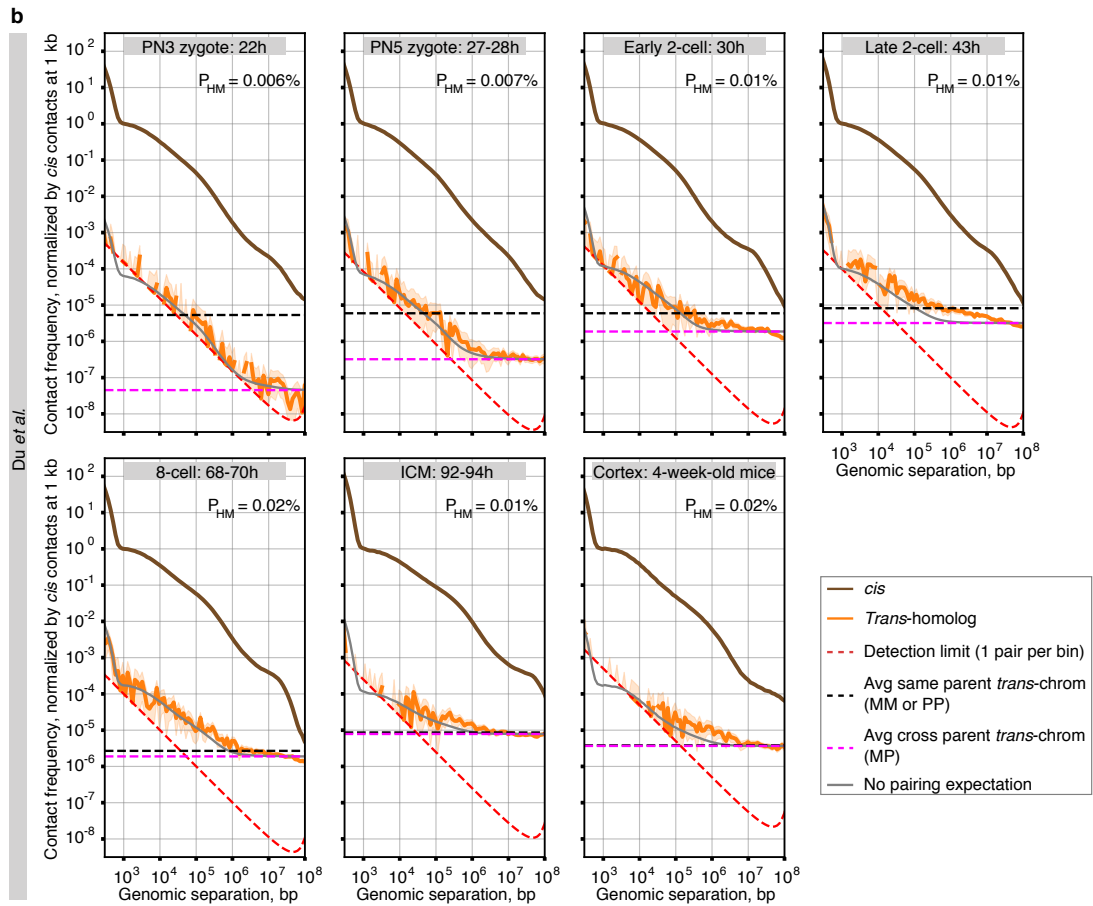

**Supplementary Fig. 9. Haplotype-resolved Hi-C datasets representing hybrid mouse embryos show a minor population of *trans*-homolog read pairs.**

**a-b**, Contact frequency plotted against genome separation in **(a)** Ke *et al.*<sup>17</sup> or **(b)** Du *et al.*<sup>18</sup> datasets, requiring at least 2 SNVs per read. Shaded area, 95% confidence intervals calculated via Poisson resampling. Dotted lines, average *trans* contact frequency as a function of distance between the same parent of origin chromosomes (black; MM or PP), or between maternal and paternal chromosomes (pink; MP). Grey line, expected *trans*-homolog contact frequency as a function of distance without pairing, but in presence of homolog misassignment (HM; no pairing expectation). No mismatches allowed for all read pairs. Maternal (M), and paternal (P) chromosomes.  $P_{\text{Hm}}$ , probability of homolog misassignment.

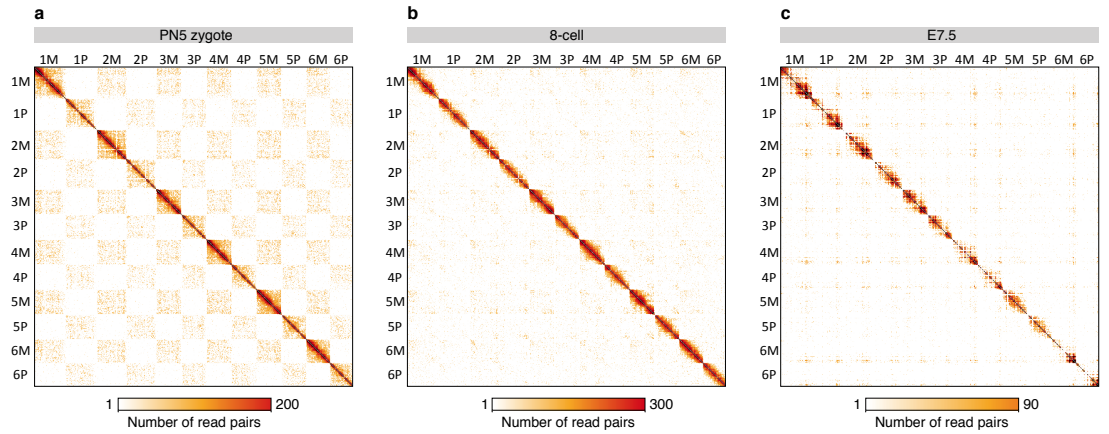

**Supplementary Fig. 10. Segregation of parental genomes reduces during developmental progression.**

**a-c**, Haplotype-resolved Hi-C maps for the first 6 chromosomes with 2 SNVs per read are displayed using the HiGlass browser<sup>5</sup> for (a) PN5 zygote and (b) 8-cell embryos from Du *et al.*<sup>18</sup>, and (c) E7.5 embryos from Ke *et al.*<sup>17</sup>. Maternal (M); paternal (P); M, C57BL/6N; P, PWK/PhJ for Du *et al.* datasets, while M, C57BL/6J; P, DBA/2J mice strain for Ke *et al.* dataset.

## SUPPLEMENTARY TABLES

| Chrom Name | Chrom Size | Indels |        |        | SNVs   |        |        |            |
|------------|------------|--------|--------|--------|--------|--------|--------|------------|
|            |            | Hom    | HetMat | HetPat | Hom    | HetMat | HetPat | Het per kb |
| <b>2L</b>  | 23,011,544 | 9,415  | 5,820  | 5,910  | 68,091 | 66,894 | 70,989 | 5.992      |
| <b>2R</b>  | 21,146,708 | 8,828  | 5,144  | 5,396  | 60,606 | 55,659 | 58,689 | 5.407      |
| <b>3L</b>  | 24,543,557 | 10,374 | 6,068  | 5,599  | 73,011 | 67,299 | 64,261 | 5.360      |
| <b>3R</b>  | 27,905,053 | 9,676  | 6,494  | 6,402  | 65,627 | 66,777 | 68,709 | 4.855      |
| <b>4</b>   | 1,351,857  | 136    | 1      | 4      | 929    | 2      | 15     | 0.013      |
| <b>X</b>   | 22,422,827 | 5,193  | 8,405  | 8,386  | 38,063 | 40,674 | 44,055 | 3.779      |

**Supplementary Table 1. Variant annotations for maternal (DGRP-057) and paternal (DGRP-439) lines.**

Numbers of indels and SNVs are shown for each chromosome in both homozygous (Hom) and heterozygous (Het) scenario. Maternal (Mat); paternal (Pat).

|                               | Replicate 1 | Replicate 2 |
|-------------------------------|-------------|-------------|
| <b>Total</b>                  | 256,988,962 | 256,274,483 |
| <b>Total_unmapped</b>         | 53,747,071  | 50,506,661  |
| <b>Total_ss_mapped</b>        | 37,369,722  | 37,037,449  |
| <b>Total_mapped</b>           | 165,872,169 | 168,730,373 |
| <b>Duplicates</b>             | 23,641,775  | 21,411,225  |
| <b>Non-duplicates</b>         | 142,230,394 | 147,319,148 |
| <i>cis</i>                    | 131,681,245 | 134,880,524 |
| <i>trans</i>                  | 10,549,149  | 12,438,624  |
| <b><i>cis/trans</i> ratio</b> | 12.5        | 10.8        |
| <b>Mappability (%)</b>        | 55.3        | 57.5        |

**Supplementary Table 2. Statistics summary for the dm3 reference mapping and duplicate removal.**

The number of read pairs is provided for each biological replicate. Total raw read pairs ('Total') include unmapped read pairs with multiple or low score alignments ('Total\_unmapped'), and read pairs where only single side ('Total\_ss\_mapped') or both sides are mapped ('Total\_mapped')<sup>6</sup>. Total mapped read pairs contain non-duplicates and discarded PCR duplicates. Non-duplicates are subdivided into *cis* and *trans* read pairs. Portion of non-duplicates with respect to total raw read pairs is indicated as mappability. The average mappability between two replicates is ~56%.

| SNVs from this study   |             |             | SNVs from Mackay <i>et al.</i> 2012 |             |
|------------------------|-------------|-------------|-------------------------------------|-------------|
|                        | Replicate 1 | Replicate 2 | Replicate 1                         | Replicate 2 |
| <b>Total</b>           | 256,988,962 | 256,274,483 | 256,988,962                         | 256,274,483 |
| <b>Total_unmapped</b>  | 183,409,873 | 180,413,502 | 174,706,472                         | 171,547,794 |
| <b>Total_ss_mapped</b> | 45,654,919  | 47,956,696  | 57,145,342                          | 59,638,376  |
| <b>Total_mapped</b>    | 27,924,171  | 27,904,286  | 25,137,148                          | 25,088,313  |
| <b>Duplicates</b>      | 3,533,675   | 3,245,230   | 2,220,900                           | 1,959,943   |
| <b>Non-duplicates</b>  | 24,390,496  | 24,659,056  | 22,916,248                          | 23,128,370  |
| <b>cis</b>             | 23,076,479  | 23,130,134  | 21,265,473                          | 21,243,109  |
| <b>trans</b>           | *1,314,017  | *1,528,922  | 1,650,775                           | 1,885,261   |
| <b>cis/trans ratio</b> | 17.6        | 15.1        | 12.9                                | 11.3        |
| <b>Mappability (%)</b> | 9.5         | 9.6         | 8.9                                 | 9.0         |

**Supplementary Table 3. Statistics summary for the haplotype-resolved mapping and duplicate removal.**

Haplotype-resolved mapping is performed using SNVs defined in this study or in Mackay *et al.* 2012<sup>1</sup>. The number of read pairs is provided for each biological replicate. Total raw read pairs ('Total') include unmapped read pairs with multiple or low score alignments comprising also reads without SNVs ('Total\_unmapped'), and read pairs where only single side ('Total\_ss\_mapped') or both sides are mapped ('Total\_mapped'). Total mapped read pairs contain non-duplicates and discarded PCR duplicates. Non-duplicates are subdivided into *cis* and *trans* read pairs. Portion of non-duplicates with respect to total raw read pairs is indicated as mappability. \*Given that the number of *trans*-homolog read pairs is 497,766 (Replicate 1) and 528,169 (Replicate 2), 36.1% of all *trans* read pairs are *trans*-homolog.

| Probe set        | Chr | Start (dm3) | Stop (dm3) | Target size/kb | # Oligos | Probes/kb |
|------------------|-----|-------------|------------|----------------|----------|-----------|
| 89D-89E/<br>BX-C | 3R  | 12,482,502  | 12,797,965 | 315            | 2,394    | 7.6       |
| 2R16             | 2R  | 16,714,862  | 17,618,516 | 904            | 14,833   | 16.4      |
| 3R7              | 3R  | 7,011,837   | 7,856,096  | 844            | 13,632   | 16.1      |
| 3R19             | 3R  | 19,495,483  | 20,195,233 | 700            | 11,458   | 16.4      |
| 69C              | 3L  | 12,170,682  | 12,844,681 | 674            | 10,000   | 14.8      |
| 28B              | 2L  | 7,256,488   | 7,936,487  | 680            | 10,000   | 14.7      |

**Supplementary Table 4. Information on Oligopaint probe sets.**

For each Oligopaint probe set information such as the span in the genome with start and stop coordinates, target size, number of oligos, and probe density are given.

| Probe set        | Oligos    | Sequence 5'→3'                                                                                                                   |
|------------------|-----------|----------------------------------------------------------------------------------------------------------------------------------|
| 89D-89E/<br>BX-C | Fw        | <u>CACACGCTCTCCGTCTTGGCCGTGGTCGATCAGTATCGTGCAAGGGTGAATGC</u>                                                                     |
|                  | Rev       | <u>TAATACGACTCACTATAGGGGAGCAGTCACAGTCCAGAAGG</u>                                                                                 |
|                  | Sec oligo | /5Alex647N/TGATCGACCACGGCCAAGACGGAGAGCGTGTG/3AlexF647N/<br><u>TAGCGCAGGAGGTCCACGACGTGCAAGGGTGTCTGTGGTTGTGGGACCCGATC</u>          |
| 2R16             | Fw        | <u>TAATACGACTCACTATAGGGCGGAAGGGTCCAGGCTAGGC</u>                                                                                  |
|                  | Rev       | <u>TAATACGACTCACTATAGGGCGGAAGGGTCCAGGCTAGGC</u>                                                                                  |
|                  | Sec oligo | /5Atto565N/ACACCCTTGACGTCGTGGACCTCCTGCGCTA/3Atto565N/<br><u>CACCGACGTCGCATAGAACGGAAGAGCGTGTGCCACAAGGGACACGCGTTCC</u>             |
| 3R7              | Fw        | <u>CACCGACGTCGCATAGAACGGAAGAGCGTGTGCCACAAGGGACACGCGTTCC</u>                                                                      |
|                  | Rev       | <u>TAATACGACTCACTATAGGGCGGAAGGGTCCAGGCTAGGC</u>                                                                                  |
|                  | Sec oligo | /5Alex488N/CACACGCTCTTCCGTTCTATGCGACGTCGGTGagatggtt/3AlexF488N/<br><u>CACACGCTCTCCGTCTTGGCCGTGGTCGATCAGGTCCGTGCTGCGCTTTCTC</u>   |
| 3R19             | Fw        | <u>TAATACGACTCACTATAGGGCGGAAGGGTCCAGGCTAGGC</u>                                                                                  |
|                  | Rev       | <u>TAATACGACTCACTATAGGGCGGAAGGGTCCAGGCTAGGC</u>                                                                                  |
|                  | Sec oligo | /5Alex647N/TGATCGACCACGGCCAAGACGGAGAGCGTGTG/3AlexF647N/<br><u>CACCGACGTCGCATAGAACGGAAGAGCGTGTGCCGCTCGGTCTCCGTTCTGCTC</u>         |
| 69C              | Fw        | <u>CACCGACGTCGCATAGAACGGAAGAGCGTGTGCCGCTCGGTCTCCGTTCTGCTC</u>                                                                    |
|                  | Rev       | <u>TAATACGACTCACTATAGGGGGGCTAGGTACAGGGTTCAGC</u>                                                                                 |
|                  | Sec oligo | /5Alex488N/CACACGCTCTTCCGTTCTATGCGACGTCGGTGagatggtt/3AlexF488N/<br><u>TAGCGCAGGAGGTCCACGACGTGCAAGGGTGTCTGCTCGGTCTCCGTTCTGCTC</u> |
| 28B              | Fw        | <u>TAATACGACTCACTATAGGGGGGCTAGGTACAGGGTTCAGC</u>                                                                                 |
|                  | Rev       | <u>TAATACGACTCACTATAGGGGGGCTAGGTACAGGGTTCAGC</u>                                                                                 |
|                  | Sec oligo | /5Atto565N/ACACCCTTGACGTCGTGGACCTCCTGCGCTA/3Atto565N/<br><u>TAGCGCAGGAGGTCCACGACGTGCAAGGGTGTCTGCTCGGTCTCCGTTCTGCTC</u>           |

### Supplementary Table 5. Primers and secondary oligos for Oligopaint probe sets.

For each Oligopaint probe set primer and secondary (sec) oligo sequences are given. In forward primer a site for secondary oligo annealing is underlined, while in reverse primer a T7 promoter sequence is underlined. Sequences for secondary oligos<sup>19</sup>, adapted with a 5' and 3' fluorophore of interest, are provided using the modification codes from Integrated DNA Technologies (IDT).

### SUPPLEMENTARY REFERENCES

1. Mackay, T.F. *et al.* The *Drosophila melanogaster* Genetic Reference Panel. *Nature* **482**, 173-8 (2012).
2. Danecek, P. *et al.* The variant call format and VCFtools. *Bioinformatics* **27**, 2156-8 (2011).
3. Crane, E. *et al.* Condensin-driven remodelling of X chromosome topology during dosage compensation. *Nature* **523**, 240-4 (2015).

4. Nora, E.P. *et al.* Targeted Degradation of CTCF Decouples Local Insulation of Chromosome Domains from Genomic Compartmentalization. *Cell* **169**, 930-944 e22 (2017).
5. Kerpedjiev, P. *et al.* HiGlass: web-based visual exploration and analysis of genome interaction maps. *Genome Biol.* **19**, 125 (2018).
6. Imakaev, M. *et al.* Iterative correction of Hi-C data reveals hallmarks of chromosome organization. *Nat. Methods* **9**, 999-1003 (2012).
7. Star, B. *et al.* Palindromic sequence artifacts generated during next generation sequencing library preparation from historic and ancient DNA. *PLoS One* **9**, e89676 (2014).
8. Gollosi, R., Sanders, J.T. & McCord, R.P. Iteratively improving Hi-C experiments one step at a time. *Methods* **142**, 47-58 (2018).
9. Zeitlinger, J. *et al.* Whole-genome ChIP-chip analysis of Dorsal, Twist, and Snail suggests integration of diverse patterning processes in the *Drosophila* embryo. *Genes Dev.* **21**, 385-90 (2007).
10. MacArthur, S. *et al.* Developmental roles of 21 *Drosophila* transcription factors are determined by quantitative differences in binding to an overlapping set of thousands of genomic regions. *Genome Biol.* **10**, R80 (2009).
11. Graveley, B.R. *et al.* The developmental transcriptome of *Drosophila melanogaster*. *Nature* **471**, 473-9 (2011).
12. Hug, C.B., Grimaldi, A.G., Kruse, K. & Vaquerizas, J.M. Chromatin Architecture Emerges during Zygotic Genome Activation Independent of Transcription. *Cell* **169**, 216-228 e19 (2017).
13. Sun, Y. *et al.* Zelda overcomes the high intrinsic nucleosome barrier at enhancers during *Drosophila* zygotic genome activation. *Genome Res.* **25**, 1703-14 (2015).
14. Xu, Z. *et al.* Impacts of the ubiquitous factor Zelda on Bicoid-dependent DNA binding and transcription in *Drosophila*. *Genes Dev* **28**, 608-21 (2014).
15. Negre, N. *et al.* A cis-regulatory map of the *Drosophila* genome. *Nature* **471**, 527-31 (2011).
16. Saunders, A., Core, L.J., Sutcliffe, C., Lis, J.T. & Ashe, H.L. Extensive polymerase pausing during *Drosophila* axis patterning enables high-level and pliable transcription. *Genes Dev.* **27**, 1146-58 (2013).
17. Ke, Y. *et al.* 3D Chromatin Structures of Mature Gametes and Structural Reprogramming during Mammalian Embryogenesis. *Cell* **170**, 367-381 e20 (2017).
18. Du, Z. *et al.* Allelic reprogramming of 3D chromatin architecture during early mammalian development. *Nature* **547**, 232-235 (2017).
19. Beliveau, B.J. *et al.* Single-molecule super-resolution imaging of chromosomes and in situ haplotype visualization using Oligopaint FISH probes. *Nat. Commun.* **6**, 7147 (2015).

# Supplementary material for: The genome-wide multi-layered architecture of chromosome pairing in early Drosophila embryos
**Source:** Nat Commun. 2019 Oct 3;10:4486. doi: 10.1038/s41467-019-12211-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Imaging data was acquired using the Zeiss LSM780 laser scanning confocal microscope with a 63x oil NA 1.40 lens at 1024x1024 resolution (Zeiss ZEN Software).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data analysis   | Data analysis was performed using: seqtk trimfq v.1.2-r94 ( <a href="https://github.com/lh3/seqtk">https://github.com/lh3/seqtk</a> ), bwa mem v.0.7.15, pairtools parse command line tool ( <a href="https://github.com/mirnylab/pairtools">https://github.com/mirnylab/pairtools</a> ), the cooler package ( <a href="https://github.com/mirnylab/cooler">https://github.com/mirnylab/cooler</a> ), the package cooltools insulation ( <a href="https://github.com/mirnylab/cooltools">https://github.com/mirnylab/cooltools</a> ), peakdet: Peak detection using MATLAB, <a href="http://billauer.co.il/peakdet.html">http://billauer.co.il/peakdet.html</a> ), ENCODE ChIP-seq pipeline ( <a href="https://github.com/ENCODE-DCC/chip-seq-pipeline">https://github.com/ENCODE-DCC/chip-seq-pipeline</a> ), ENCODE RNA-seq pipeline ( <a href="https://github.com/ENCODE-DCC/long-rna-seq-pipeline/tree/master/dnanexus">https://github.com/ENCODE-DCC/long-rna-seq-pipeline/tree/master/dnanexus</a> ), Jupyter Notebooks, matplotlib, numpy, pandas, pyBedTools. We automated data analyses in command line interface using GNU Parallel. Details included in the Methods and Supplementary Note 1. The software used in this study is available at <a href="https://github.com/mirnylab/">https://github.com/mirnylab/</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated and analyzed during this study are available in the Gene Expression Omnibus (GEO) repository under accession number GSE121255.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was not pre-determined. We used sample size commonly accepted for the type of experiments. For Hi-C experiments, we generated 2 biological replicates, and for FISH experiments, we counted at least 3 replicates with more than 100 nuclei/replicate. |
| Data exclusions | During Hi-C analyses, bins with low-coverage were excluded.                                                                                                                                                                                                        |
| Replication     | All attempts at replication were successful.                                                                                                                                                                                                                       |
| Randomization   | Animals were not randomly allocated into experimental groups. Samples were treated in parallel with internal controls to minimize potential confounding effects.                                                                                                   |
| Blinding        | The investigators were not blinded during data collection and analysis.                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

|                                     |                                                                 |                                     |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | F1 hybrid embryos (0-2hr, 2-4 hr, 6-8 hr, 10-12 hr) were obtained by mating DGRP-057 (virgin females) and 439 (males) strains (Bloomington stock numbers 29652 and 29658). To obtain Zld-depleted embryos, UAS-shRNA-zld (gift from the Rushlow laboratory) virgin females were crossed to the maternal triple driver Gal4 (MTD-Gal4, the Bloomington stock number 31777) males. Control samples were obtained by replacing MTD-Gal4 male flies with wild-type Canton S males. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | The Drosophila handling was in accordance with the Harvard Medical School guidelines.                                                                                                                                                                                                                                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

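Hi-C was measured in F1 hybrid embryos aged 2 to 4 h in 2 biological replicates. The authors trimmed the reads, aligned them with bwa mem to the F1 diploid genome built on dm3, kept uniquely mapped ends, merged the sequencing runs of each library and removed PCR duplicates. The replicates were deposited separately and not pooled. Each deposited pair has the positions and strands of its ends, and the deposited mapping quality of each end is a score from the aligner, with 1 as the smallest value in the pairs. The deposited pairs were counted as they stand, without another filter on mapping quality.

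Replicate 1 held 24390496 pairs and replicate 2 held 24659056. Values from counts of pairs were computed in each replicate and are given as mean ± SD of 2 replicates, which limits the precision of any SD. With 1 condition, no conditions could be compared, and values from counts of pairs were not tested across the replicates. Contact frequency was taken in 8 separation ranges per order of magnitude. Homolog misassignment used inward pairs at 300 to 600 bp on chromosomes 2 and 3, and local misassignment used the same pairs in bins of 100 kb of the 5 large arms.

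Maps of the pooled replicates used contacts of at least 3 kb. Bins of 4 kb under a MADmax of 7 were masked, and iterative correction over the 5 large arms was written anew, since the authors' program was not at hand, and stopped at a relative variance of 1.0e-05. Boundaries were minima of the log2 insulation score with a window of 10 bins and a prominence of at least 0.3, were dropped next to masked bins, and were matched within 4 bins. The chance overlap came from 1000 random sets of visible bins, and that between replicates from 100. The pairing score had W = 3. Rotation tests used 1000 circular rotations within arms, and 100 for the observed/expected maps beyond 2 Mb. Compartments were computed in bins of 100 kb, and interaction peaks and map correlations in pixels of 20 kb.

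The calculations were tested on simulated data. Planted misassignment of 0.1% over 20839529 cis pairs was recovered as 0.101%. These data held no true trans-homolog pairs, so this checks the calculation only, and not how far such pairs raise the estimate. At the depth of the pooled maps, 100% of 1157 planted boundaries were recovered in the cis maternal map and 99.7% in the trans-homolog map. There 57.1% of 2153 trans-homolog calls lay within 4 bins of a planted boundary, with a planted rise of the pairing score of 0.58. Without that rise 65.9% of 1920 calls did. On unrelated sets of random visible bins, 7% of 100 overlap tests gave p under 0.05. Such sets are drawn as in the test itself, and real boundaries need not be spread like them.

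The rule for the loci named in the text was fixed before the data were examined. It names the large arms and chromosome 4, the 6 Oligopaint targets, the regions of Fig. 3, Fig. 4a and Supplementary Fig. 5 with their encircled peaks, and the 5 bins of 100 kb with the highest local misassignment. These bins were ranked by the data, and the pixel of each peak was chosen by its cis value in the data. The alternatives changed the separation range, the arms, the pair orientation, the bin size, the boundary settings, the correction of the maps, the treatment of misassigned pairs and the replicates. An analysis with at least 2 SNVs per read was left out because the deposited pairs do not give SNV numbers. ChIP and Zld depletion have no deposited pairs here and were not analysed, and of FISH only the shares of paired nuclei that the paper reports were compared with the pairing score. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.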

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

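The tests of sequencing errors, of centromere repeats, of material from the maternal line alone, of separation between the parental genomes and of misassignment on X were chosen after the result was seen, as were the split of the maternal share test into autosomes and X and the tests of X with a mapping quality of at least 30.

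Homolog misassignment on X was 0.978%, in data that the paper leaves out of its estimate, which covers chromosomes 2 and 3. It stayed at 0.474% ± 0.012 (SD, n = 2) on X when both ends had a mapping quality of at least 30. The same kind of short inward pair was also unevenly spread: the 5% of 100 kb bins with the most of these trans-homolog pairs held 27.0% of them in each replicate on average, and held 4.24% of the cis pairs with both replicates pooled. Ranked by misassignment instead, the top 58 of 1160 bins held 23.8% of the trans-homolog pairs and 2.37% of the cis pairs, and 43 of these bins lay on X. The highest bin, on 2L from 22500001 to 22600000, had 3997 trans-homolog pairs for 16620 cis pairs, or 24.0%.

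Errors that differ between the libraries are argued against by the rank correlation of 0.803 between the replicates over 100 kb bins, which are not independent. The correlation was 0.517 in bins of 20 kb, which hold fewer pairs each. Repeats near the centromeres are argued against as the whole cause, since 25.9% of the top bins lay within 2 Mb of the centromere end of an arm, although this was more than the 5.44% of the other bins (Fisher's exact test, p = 1.2e-06). False SNVs or residual heterozygosity remain a candidate explanation. The maternal share of read ends lay 1.84 times as far from the median in the top bins as in the others, where bins matched on coverage gave a median of 1.18 (one-sided permutation test with 10000 draws, p = 0.0061; adjusted p = 0.0092 over 3 tests). In the same permutation test the ratio was 2.70 for the 15 top bins of chromosomes 2 and 3 (p = 0.0022, adjusted p = 0.0066) and 1.51 for the 43 of X (p = 0.0376, adjusted p = 0.0376). By the paper's methods, the paternal X sequence was built from SNVs of the DGRP-439 line and the maternal X sequence from those of the male hybrid cell line, unlike the autosomes, and whether this bears on the misassignment on X was not tested. No biological explanation was tested.

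Same-parent contacts between chromosomes 2 and 3 exceeded cross-parent contacts by a ratio of 1.05 ± 0.013 (SD, n = 2), a comparison that the paper does not report for these embryos. The maternal share of chromosomes 2 and 3 would be reached if 1.81% ± 0.51 of the material came from the maternal line alone, and such material may account for a ratio of 1.036. The observed ratio exceeded this by 0.010 ± 0.0024 when the difference was taken within each replicate, although by less than the SD of the observed ratio. What the material leaves over is thus larger than its spread in these 2 replicates, but it holds only if read ends are assigned to both homologs without bias, which was not tested, so the explanation stays open. If the genomes of the parents kept apart, the excess could depend on position, but it was 1.048 at a mismatch under 5 Mb and 1.044 at 5 Mb or more, a difference within the SD that leaves this open. A biological cause beyond these was not tested.

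Trans-homolog over cis contacts at 3 to 100 kb on X, which the paper does not compare, were 1.10 ± 0.085 (SD, n = 2) times the ratio on autosomes, at 6.26% and 5.70%. Embryos of both sexes in equal number, with pairing alike on X and autosomes in females, would give a ratio of 0.667, and the observed value lies outside the limits of 0.57 and 0.77 set around it before the data were examined, which argues against this joint expectation. The maternal share of read ends on X, 66.0% ± 0.95, differed by less than its SD from the 66.7% that sexes in equal number would give. Misassigned pairs on X are argued against as the whole cause, since subtracting them left 0.972 ± 0.077. Pairs with a mapping quality of at least 30 gave 1.01 ± 0.057. A difference in pairing between X and autosomes was not tested and stays open.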

How the results depend on the processing

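All alternatives were chosen before the data were examined, except those on mapping quality, chimeric pairs, the single bin of highest misassignment and the median over bins for homolog misassignment, those with cis maternal boundaries or with boundaries and pairing score from different replicates, and the simulation at 10 times the depth, which were chosen after seeing the data. An alternative with at least 2 SNVs per read was not run, because the pairs do not give SNV numbers. No paired analysis was possible because there is 1 condition and thus no pair of conditions. Differences taken within a replicate are between classes of contacts.

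Over 39 results, 115 values under an alternative stayed on the same side of their test or within the replicate spread, and 87 did not. At single loci, 18 alternatives moved a value without changing its direction, and so did 11 with a replicate left out. The overlaps of trans-homolog with cis boundaries and of cis maternal with cis paternal boundaries, and the compartment correlation, stayed above chance in every alternative run. For the results below, the cause of a change was not tested.

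With arms of a homolog joined, the trans share was 5.08% and the trans-homolog share of trans pairs 50.0%; with only 2L, 2R, 3L and 3R they were 5.13% and 40.5%, and at separations of at least 3 kb 23.3% and 32.1%. Same-parent over cross-parent contacts were 1.26 with the arms of a chromosome included. The same-parent class then also holds contacts between the left and right arm of the same homolog. Between the arms of a chromosome alone the ratio was 1.63 ± 0.074 (SD, n = 2). The value of 1.26 thus does not bear on separation of the parental genomes.

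Homolog misassignment was 0.246% with a wider range of separations, 0.237% from summed pairs, 0.230% with same-strand pairs subtracted, 0.312% with X and 0.208% without the bins of highest misassignment. It was 0.0744% and 0.0488% at mapping qualities of at least 30 and 60, 0.226% without chimeric pairs, 0.224% without the 100 kb bin of highest misassignment and 0.156% as the median over bins. The misassigned share at 1 kb was 10.6% with X and 7.60% without those bins. The bins with the most short inward trans-homolog pairs held 19.3% (top 1%) and 42.7% (top 5%) of them in 20 kb bins, and 12.2% and 26.6% in bins with at least 1000 cis pairs.

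Self-circles were 0.586% and hairpin loops 4.59% with a flat frequency below 2 kb. The fold at 1 kb over 1 to 2 Mb was 296. With X included, the ratio at matched positions was 153 under 100 kb and 4.04 at 1 Mb, and the Rabl enrichment with wider ranges was 2.21. The diagonal was found in 94.8% of 25 kb bins and, leaving out each replicate, in 99.9% to 100%. The map correlation was 0.141 at 100 kb to 1 Mb, 0.507 in 40 kb pixels, and 0.223 to 0.226 leaving out each replicate.

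With a match within 2 bins, 59.5% of trans-homolog and 62.2% of cis boundaries were shared between replicates. The shares were 71.3% and 70.4% at a prominence of at least 0.5 and 91.8% and 85.2% at 0.1. They were 91.9% and 86.1% with a window of 5 bins, and 82.2% and 85.5% without iterative correction. Random sets shared 40.5% and 25.9%, 48.8% and 31.1%, 77.8% and 62.6%, 75.4% and 61.3%, and 61.4% and 52.5% in the same order. In the main setting random sets shared 60.6% and 41.2%. The highest trans-homolog shares thus came with the highest chance levels.

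The pairing score at trans-homolog boundaries minus interiors passed the threshold of the permutation test below 0 at -0.071 against all other bins (p = 0.002), -0.58 with contacts of at least 10 kb, -0.37 without iterative correction and -0.12 with W = 7 (p = 0.001 each). In the same permutation test it reversed to 0.18 with W = 1 (p = 0.002), to 0.24 at cis maternal boundaries (p = 0.001) and to 0.024 across replicates (larger p = 0.958). Over these alternatives p ranged from 0.001, the smallest the rotations can give, to 0.958. At single Oligopaint targets the score minus the genome median reversed at 28B with W = 1 (-0.072), at 3R7 with W = 1 (0.24) and W = 7 (0.048), at 3R19 with W = 7 (-0.0020) and relative to cis contacts (-0.26), and at 69C without iterative correction (0.53).

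Depth may limit the trans-homolog boundaries, which was examined in simulated maps only. In these maps cis maternal and cis paternal calls were shared at 99.5%, against 75.3% in the real maps. The simulated contrast thus does not match the real maps in this respect. In simulated maps with the same boundaries in cis and trans-homolog, 58.4% of trans-homolog calls lay near a cis call at the real depth. At 10 times that depth 99.7% did, for the contrast that was simulated. Both values come from maps with a planted rise of the pairing score of 0.58 near boundaries. Without that rise the value at the real depth was 65.9%, so a match to the real overlap depends on the simulated setting.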

Differences from the paper's values

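All alternatives that are compared here were chosen before the data were examined, except the tests at cis maternal boundaries, across replicates, of boundaries grouped by nearby cis boundaries and of the bins that flank a boundary, which were chosen after the result was seen.

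The misassigned share of trans-homolog contacts at 1 kb was 8.81% ± 0.91 (SD, n = 2), and the paper's value is 5% at about 1 kb in its methods and less than 5% above 1 kb in its results. The value here is for the separation range that starts at 1 kb. The alternatives gave 7.60% to 10.6%, and each differs from the paper's value in the same way. None of them changed the mapping quality, so whether the difference holds under such a filter was not tested. That filter moved the misassignment probability, from which the share is computed, to 0.0744% and 0.0488% at qualities of at least 30 and 60.

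Dangling ends were 67.7% ± 2.25 of pairs, and the paper's value is 39.5%. Each alternative, a flat frequency below 2 kb (67.8%) and each replicate alone (66.1% and 69.3%), differs too. Hairpin loops were 4.40% ± 0.086, and the paper's value is 2.9%. They came to 4.34% without replicate 1, which is within 1.5 times the paper's value, and to 4.59% with a flat frequency below 2 kb and 4.46% without replicate 2, which are not.

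The number of trans-homolog boundaries was 2300, and the paper's is about 1600 in Supplementary Fig. 5f, read by eye, which is within 1.5 times. The cis maternal and cis paternal maps had 1310 and 1387, and the paper's numbers are about 1300 each in the same figure, read by eye.

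The paper states that trans-homolog boundaries have a higher pairing score than the interior of domains. The paper's text does not name which bins were taken as boundaries and as interiors for this comparison, and the sign of the difference depends on such choices. In the single bins that hold a boundary, set against bins more than 4 bins away, the median differed from that of interiors by -0.02 on the log2 scale (two-sided permutation test with 1000 rotations, p = 0.545). In simulated maps this difference was -0.14 without any planted change of the pairing score and 0.18 with a planted rise of 0.58. The measured value lies between them, for the boundary contrast that was assumed. That contrast does not match the real maps, where cis maternal and cis paternal calls were shared at 75.3%, against 99.5% in the simulated ones. The simulated values may thus not hold for the real maps, and the comparison decides neither for nor against a rise. Neither simulated value has a spread. The simulation with no planted change was chosen after the result was seen. The measured score was higher at boundaries than in interiors by 0.18 with W = 1, set before the data were examined, and by 0.24 at cis maternal boundaries. It was lower under 4 other alternatives set before the data were examined (permutation tests, p of 0.001 or 0.002). The differences were -0.58 for contacts of at least 10 kb, -0.37 without iterative correction, -0.12 with W = 7 and -0.071 against all other bins. Contacts of at least 10 kb leave mostly pairs that span or touch the bin, whose depletion also defines a boundary. The value of -0.58 is thus not independent of how boundaries were called. Across replicates the measured score was higher by 0.024 (larger permutation p = 0.958). The score was also higher by 0.16 at the 1044 boundaries near cis boundaries of both homologs, while the difference was -0.39 at the 680 near none, and the median at 12 kb from a boundary was -9.64, against -9.89 in interiors. In the region of Fig. 4a, the median at boundaries was -9.69 and that of interiors -9.91.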

Other observations

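The test of boundaries and pairing score from different replicates, the simulation with no planted change of the pairing score and the split of boundaries by nearby cis boundaries were chosen after the result was seen.

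Misassigned cis pairs as the whole source of the shared boundaries are argued against. The overlap of trans-homolog with cis boundaries was 56.8% with the misassigned share subtracted and 58.4% without the bins of highest misassignment (one-sided permutation tests with 1000 draws, p = 0.001 each, the smallest they can give). The subtraction used 0.243% on every arm, so it took off too little on X, where misassignment was 0.978%. A tendency of boundaries to avoid the same stretches of an arm is argued against as the whole cause, since circular rotation gave a mean overlap of 41.7%, below the observed overlap in all 1000 rotations.

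At Oligopaint targets the pairing score minus the genome median was 0.30 at 89D-89E/BX-C, 0.36 at 2R16, -0.16 at 3R7, 0.05 at 3R19, -0.20 at 69C and 0.26 at 28B. It depended on single replicates at 3R7, with -0.078 without replicate 1 and -0.011 without replicate 2, at 28B, with 0.14 without replicate 1, and at 3R19, with 0.093 without replicate 1. Over the 6 targets, its Spearman correlation with the paper's share of paired nuclei in control embryos of Supplementary Fig. 7d, which have another genotype, was 0.6 (exact one-sided permutation test, p = 0.121; adjusted p = 0.181 over 3 relations). Pearson's correlation was -0.039 (exact one-sided permutation test, p = 0.453). Over the 4 targets left without 69C and 3R7 it was -0.051, while Spearman's was 0.8. Both Pearson values include 28B, which had 3.5% paired nuclei against 16% to 20.5% at the other targets. The correlation without 28B was not computed, so these Pearson values may rest on that target. These values leave a relation open.

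Across 1108 bins of 100 kb, which are not independent, the pairing score had a Spearman correlation of 0.116 with local misassignment, where rotations gave a mean of 0.060 (one-sided permutation test, p = 0.03; adjusted p = 0.09). On 2L, 2R, 3L and 3R together the correlation was 0.063. The relation failed the correction and stays open. A higher score near the centromeres in the Rabl configuration needs a negative correlation with distance from the centromere, and the correlation was 0.043 (one-sided permutation test, p = 0.829; adjusted p = 0.829). The correlation was above 0 on each arm, from 0.047 on 3R to 0.151 on 2R, and these values were not tested. The value over all arms lies within the rotations, which were run for the 5 arms together, so this stays open too.

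Contacts missing by chance at a called boundary could lower the pairing score of the same map. With boundaries of one replicate and the pairing score of the other, the log2 difference was 0.024, or 0.049 and -0.0020 in the directions taken singly (two-sided permutation tests, larger p = 0.958), which decides neither way. In simulated maps with no planted change of the pairing score, the difference was -0.14 at called boundaries and -0.12 at planted ones, so a lowering arose there without any change, at planted boundaries as well as called ones. These values depend on the assumed contrast and leave the explanation open for the real maps. The pairing score was -0.39 relative to interiors at 680 boundaries near no cis boundary.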
